# CCR2^+^ Macrophages Promote Orthodontic Tooth Movement and Alveolar Bone Remodeling

**DOI:** 10.3389/fimmu.2022.835986

**Published:** 2022-02-04

**Authors:** Hao Xu, Shuting Zhang, Adwait Amod Sathe, Zhichun Jin, Jiani Guan, Wen Sun, Chao Xing, Hanwen Zhang, Bin Yan

**Keywords:** single-cell sequencing, macrophage, bone remodeling, inflammatory, CCR2

## Abstract

During mechanical force-induced alveolar bone remodeling, macrophage-mediated local inflammation plays a critical role. Yet, the detailed heterogeneity of macrophages is still unknown. Single-cell RNA sequencing was used to study the transcriptome heterogeneity of macrophages during alveolar bone remodeling. We identified macrophage subclusters with specific gene expression profiles and functions. CellChat and trajectory analysis revealed a central role of the *Ccr2* cluster during development, with the CCL signaling pathway playing a crucial role. We further demonstrated that the *Ccr2* cluster modulated bone remodeling associated inflammation through an NF-κB dependent pathway. Blocking CCR2 could significantly reduce the Orthodontic tooth movement (OTM) progression. In addition, we confirmed the variation of CCR2^+^ macrophages in human periodontal tissues. Our findings reveal that mechanical force-induced functional shift of the *Ccr2* macrophages cluster mediated by NF-κB pathway, leading to a pro-inflammatory response and bone remodeling. This macrophage cluster may represent a potential target for the manipulation of OTM.

## Introduction

Orthodontic treatment is a safe and effective option to correct malocclusion of varying classes with the significant limitation of long therapy time. Orthodontic tooth movement (OTM) is achieved by remodeling alveolar bone in response to mechanical force loading, which causes bone resorption on the pressure side and bone formation on the tension side (1). During bone remodeling, local inflammation could induce bone reconstruction through various stromal cells in response to mechanical force and increased damage-associated molecular patterns (DAMPs). Our previous study indicated that macrophages play a crucial role in regulating bone remodeling during OTM (2).

With a highly flexible nature and the ability to rapidly adapt to the local microenvironment, macrophages play an essential role during bone modeling and remodeling by serving as progenitors of osteoclasts, modulators of inflammation, and effectors of mechanical force (3). Previous studies show that as an essential source of pro-inflammatory cytokines including IL-1β, IL-6, TNF-α and GM-CSF both locally and systemically, macrophages are crucial during inflammation-mediated bone remodeling (4). Macrophages may therefore become a potential target in modulating bone remodeling progression. Recent studies show that M1-like macrophage polarization promotes alveolar bone resorption and consequent OTM after applying mechanical force (5). However, the origin, function, and dynamic changes of macrophages during mechanical force-induced alveolar bone remodeling remain elusive.

The origin of macrophages in periodontal tissues is crucial to modulate macrophage functions in bone remodeling during OTM. Previous studies have demonstrated that macrophages are derived from embryonic (yolk sac, fetal liver) and adult (bone marrow) precursor cells under physiological and disease conditions such as myocardial infarction (6). However, the origin of macrophages in OTM bone remodeling is unclear. Moreover, the signature genes and functions of bone resident macrophages (“OsteoMacs”) have not been fully defined thus far (7, 8). Considering the critical role of macrophages in OTM, we sought to investigate the clustering, origins, and function of macrophages using single-cell RNA sequencing (scRNA-seq). Single-cell RNA sequencing allows us to analyze individual cell heterogeneity at the transcriptome level and explore the contributions of different cell subtypes at steady-state and under pathological conditions. A recent study constructed a single-cell atlas of mandibular alveolar bone stromal cells. It revealed that macrophages are the most prominent cell population that interacts with mesenchymal stem cells (MSCs) through oncostatin M (OSM) (9). Due to the complicated heterogeneity of macrophages, the combined use of FACS and scRNA-seq when parsing alveolar bone macrophages is needed.

Here, we compared the heterogeneity of macrophages in murine alveolar bone before and 7 days after OTM through scRNA-seq. We found 12 clusters in the control group and 8 clusters in the OTM group, with drastic functional and clustering switches during OTM. We detected the changes of major macrophage clusters in human periodontal tissues. Most importantly, we identified the *Ccr2* cluster, which exhibited the most decisive functional and intercellular communication switch during OTM. Trajectory analysis indicated that the proliferative differentiation stages of macrophages originated from the *MHC-II* cluster. After OTM, the number of macrophages increased in the proliferative state and decreased in the basal state, suggesting that macrophages were activated. Furthermore, we confirmed the pro-OTM function of the *Ccr2* cluster through a specific inhibitor of CCR2, RS504393. In summary, our study reveals novel macrophage diversity during OTM, which may provide precise therapeutic targets for modulation of the inflammatory microenvironment in future orthodontic clinical treatment.

## Materials and Methods

### Animal Models

Adult C57/B6 J mice (male, 25–28 g, 8 weeks old) were used in this study. All animals were maintained in a virus- and parasite-free barrier facility and exposed to a 12-h/12-h light/dark cycle under standard conditions in the Medical Experimental Animal Center of Nanjing Medical University, China. All study protocols were approved by the Committee of Nanjing Medical University for Animal Resources.

### Application of Orthodontic Devices

20 mice were randomly divided into an OTM group and a control group for scRNA-seq, 10 mice were randomly divided into an OTM group and an OTM with CCR2 inhibitor RS-504393 intraperitoneal injection group. The mechanical force was applied mice as previously described (10), with modification. In the OTM group, the left first molars were ligated to the maxillary incisors using a NiTi coil spring, with a force of approximately 30 g to induce mesial movement. The appliances were checked without anesthesia every 24 h and reinstalled immediately if they fell off. Here, the NiTi coil didn’t fall off and we didn’t reinstall the appliance. The mice were fed a soft diet to relieve discomfort and sacrificed after 7 days of the force application.

### Drug Treatment

For RS504393 treatment, 5mg/kg RS504393 (HY-15418; MCE) or vehicle was intraperitoneal injected in mice daily after orthodontic devices application (11).

### Tissue Collection and Single-Cell Sorting

At the designated termination time points, animals were euthanized by carbon dioxide overdose. After extraction of the left maxillary first molar, the alveolar bone tissue was immediately collected and washed with ice-cold PBS with 1% FBS. All cells from alveolar bones were obtained by digestion with 3 mg/mL type I collagenase (Sigma‐Aldrich) for 60 min at 37°C, and single-cell suspensions were obtained *via* passage through 70-µm cell strainers (Solarbio). Macrophages were isolated through gradient centrifugation and then incubated on ice for 30 min using fluorescently conjugated antibodies against F4/80 (PerCP-Cyanine 5.5-conjugated; eBioscience) and CD11b (APC-conjugated; eBioscience). Then, sorting was performed using FACS (FACSAria Fusion, BD). The forward-scatter area (FCS-A) versus side-scatter area (SSC-A) was used to gate out damaged cells. Live cells were stained with 1 µl of Hoechst blue, and dead cells without staining were gated out. Cells stained with anti-F4/80-PerCP-Cy5.5 were collected in a medium containing BSA.

### Single-Cell RNA Sequencing Library Construction Using the 10x Genomics Platform

Samples were washed twice in PBS (Life Technologies) plus 0.04% BSA (Sigma‐Aldrich). Each wash was performed with a 5-min centrifugation at 330 g and resuspension in 1 ml PBS plus 0.04% BSA. Sample viability was assessed using trypan blue (Thermo Fisher) and a hemocytometer (Thermo Fisher), and the appropriate volume for each sample was calculated. After droplet generation (the generation of GEMs with RT primers), samples were transferred onto a prechilled 96-well plate (Eppendorf), and reverse transcription was performed. Next, post GEM-RT was recovered using Recovery Agent provided by 10x Genomics followed by DynaBead cleanup. Purified cDNA was amplified and cleaned up using SPRIselect reagent (Beckman). Samples were taken (1μL) and run on a Bioanalyzer High Sensitivity Chip (Agilent Technologies) to determine cDNA concentration. cDNA libraries were prepared as outlined by the Single Cell 3′ Reagent kit v2 user guide with appropriate modifications to the PCR cycles based on the calculated cDNA concentration (as recommended by 10x Genomics). The completed library contains the complete Illumina P5 and P7 terminals. The 1-16 bp segment of Read 1 was the 10x barcode, the 17-26 bp segment was the UMI, and the i7 index read was the sample index. Samples were sequenced on a HiSeq 2500 with the following run parameters: read 1, 26 cycles; read 2, 98 cycles; and i7 index, 8 cycles.

### Single-Sell RNA Sequencing Analysis

We used Cell Ranger version 3.0.0 (10x Genomics) to process the raw sequencing data. Raw BCL files were converted to FASTQ files and aligned to the mouse mm10 reference transcriptome. The transcript counts of each cell were quantified using barcoded UMI and 10xBC sequences. The gene x cell expression matrices were loaded into the R package Seurat version 3.0.0 for downstream analyses. Cells with low quality were filtered out based on < 200 genes being detected per 1 000 UMIs and mitochondrial gene content > 5%. Only genes found in more than 3 cells were retained. “LogNormalize”, the Seurat default global-scaling normalization method, was performed. In this method, UMI counts are first scaled by the total sequencing depth (‘size factors’) followed by pseudocount addition and log-transformation.

With the above filters in place, we obtained 12 753 genes from the control sample and 12 257 genes from OTM sample. The highly variable features (genes) were then calculated with “FindVariableFeatures” in Seurat, which uses a mean variability plot. Here, the average expression and dispersion per feature were calculated, and features were divided into bins to obtain z-scores for dispersion per bin.

After regressing out the number of UMIs and the percentage of mitochondrial gene content, the resultant data were scaled, and dimensional reduction was performed with principal component analysis (PCA) and visualization using UMAP plots. The number of principal components (n=12 and 8 for control and OTM, respectively) to use in the downstream analysis was calculated based on a jackstraw and elbow plot of the same data.

For each sample, a shared nearest neighbor (SNN) graph was constructed with “FindNeighbors” in Seurat by determining the k-nearest neighbors of each cell. The clusters were then identified by optimizing this SNN modularity using the “FindClusters” function. This allowed for the sensitive detection of rare cell types. We obtained 12 and 8 clusters for the control and OTM, respectively, with a resolution of 0.6.

Differential expression testing was carried out using the Wilcoxon rank sum test in Seurat. This strategy was carried out to obtain the top markers for each cluster. The genes identified as relatively overexpressed in a cluster compared to all other cells in a sample were termed markers.

The cells identified in each sample showed 4 cell types in common, namely, *Ccr2, Mmp8, MHC-II* and *Mki67*, and others that were unique to each sample. To obtain a deeper understanding of the differences between the two samples, differential expression analysis was also carried out after combining the two samples using the method described by Tim et al. where canonical correlation analysis was applied to identify correspondences between samples and create a common reference (12). Here, the analysis was carried out between cells belonging to the same cluster (cell types) as defined in each sample (*Ccr2, Mmp8, MHC-II and Mki67*) and the cells unique to each sample. Differential expression was also carried out between cells belonging to the same cell type but from different sample types. Specific marker distributions in clusters were represented as feature plots, violin plots, and heatmaps using the Seurat tool.

### Functional Enrichment Analysis

The top 60-65 markers (adj. p-value < 0.05) per cluster were used to identify the functional enrichment categories using Metascape. We used pathway gene sets from the biological processes of Gene Ontology (http://www.geneontology.org/), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Reactome (http://www.reactome.org/).

Gene set enrichment analysis (GSEA) was performed using the Canonical pathways in curated gene sets and 50 hallmark gene sets in the MSigDB databases to identify the pathways that were induced or repressed in *Ccr2* clusters between the control and OTM groups by the GSEA software (13).

### Single-Cell Trajectory Analysis

Single-cell trajectory analysis with reversed graph embedding was performed following the methods implemented by Dick et al (14), which was designed to tease out any cell fate decisions that could be ascertained by gene regulation. The output from Seurat were fed into the Dynverse tool, and dimensionality reduction was applied using the parameters of 2 and 3 for maximum components and number of dimensions, respectively. The trajectory was built by ordering the cells on a pseudotime based on the differentially expressed genes obtained in the previous Seurat analysis. The *MHC-II* cluster was used as the root state. In both samples, we identified 2 branches defined by the gene expression profiles, as shown in the trajectory figures generated by the “plot_cell_trajectory” function. The figures were generated per cluster for each sample to highlight the different cell fate decisions leading to the two branches in the figures. These figures were also generated for the individual markers and genes changing as a function of pseudotime. All pseudotime-dependent genes were visualized using a heatmap reflecting the kinetic trends of these genes.

### Cell-Cell Interaction Analysis

CellChat was used to perform cell-cell communication calculation and analysis for the macrophage clusters (15). The CellChat results were used to reveal both incoming communication patterns of target cells and outgoing communication patterns of the secreting cells. To reveal the strength of specific pathways among macrophage clusters, we selected the most prevalent CCL signaling pathway for further visualization.

### Microcomputed Tomography Scanning and Analysis

All maxillary samples were separated and scanned using a microcomputed tomography (micro-CT) machine (Skyscan 1176, Bruker) with a standard acquisition protocol (50 kV, 500 μm, and 0.3 mm voxel size). A single-blinded rater renamed the micro-CT data with randomly generated codes, and the files were imported into InVivoDental for reconstruction. *Via* 3D reconstruction, each first and second molar was layered buccally up to the midpoint section of the marginal ridges, where distal pits were visible to be marked. The distance between the distal pit of the first molar and that of the second molar was recorded to measure tooth movement.

### Cell Culture and Reagents

Bone marrow–derived macrophages (BMDMs) were isolated and cultured as previously described (16). Briefly, mouse bone marrow cells were flushed out from the bone marrow cavity of femurs and tibias. The cells were then washed, resuspended, and seeded into culture plates. These cells were cultured for 7 days in DMEM supplemented with 10% FBS, antibiotics (100 U/mL penicillin and 100 mg/mL streptomycin; Gibco), and 25% (v/v) L929-conditioned medium. The supernatant of a murine fibroblastic cell line, L929, was collected as the source of M-CSF/CSF-1.

The BMDMs were pretreated with RS-504393 (1 µg/ml, HY-15418; MCE) for 30 min. Then, BMDMs were induced to differentiate into pro-inflammatory macrophages with LPS (100 ng/mL, 055:B5; Sigma-Aldrich) or into restorative macrophages with IL-4 (20 ng/mL, 214-14; PeproTech) for 24 hours. BMDMs were pretreated with P65 inhibitor Helenalin (10μm, HY-119970; MCE) for 2 hours, then treated with CCL2 (100ng/ml, 479-JE; R&D) for 3 hours.

Loss-of-function analysis was performed using siRNAs targeting CCR2 purchased from GenePharm. The cells were seeded in 6-well plates and transfected with 100 nM siRNA using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions. The knockdown of each target gene was confirmed by qRT-PCR. The cells were used for subsequent experiments 48 h after transfection.

### Immunofluorescence Staining

For the immunofluorescence staining, fresh human periodontal tissues were obtained by means of curettage with scalpel blade from patients who need to extract the maxillary first premolars for orthodontic treatment in Department of Orthodontics, the Affiliated Stomatological Hospital of Nanjing Medical University. We first extracted the first premolar on one side (control group), and then extracted another first premolar on the other side 7 days after the force was applied. The study was approved by the Research Committee of the Affiliated Stomatological Hospital of Nanjing Medical University (PJ2021-058-01). After fixation with 4% paraformaldehyde, the samples were dehydrated, and embedded in Tissue-Tek O.C.T. (SAKURA) to surround and cover the tissue specimens. The specimens were sliced into 6-µm-thick sections and washed with PBS for 30 min. Subsequently, samples were blocked for 30min with 10% BSA at room temperature and incubated with anti-CD68 (1:200, ab955; Abcam) and CCR2 antibodies (1:100, bs-0562R; Bioss) overnight at 4°C to detect CCR2^+^ macrophages. Sections were then incubated with fluorescein Cy3-conjugated secondary antibody (1:200, A0521; Beyotime) and fluorescein CoraLite488-conjugated secondary antibody (1:200, SA00013-2; Proteintech) for 1.5 hours at room temperature. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI).

The cells were fixed in 4% formaldehyde diluted in PBS for 15 min, permeabilized with 0.2% Triton X-100, treated with blocking buffer (10% BSA in PBS), and then incubated overnight with the primary antibody against iNOS (1:500, ab15323; Abcam) or p65 (1:500, ab32536; Abcam) at 4°C overnight. The cells were then incubated with a fluorescein Cy3-conjugated secondary antibody (1:200, A0507; Beyotime) or a fluorescein CoraLite488-conjugated secondary antibody (1:200, SA00013-2; Proteintech) for 1.5 hours at room temperature.

### RNA Preparation and Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Total RNA was isolated from cultured macrophages after various treatments and from mouse alveolar bones using TRIzol reagent (Life Technologies, CA, USA) according to the manufacturer’s instructions. Complementary DNA was amplified from 2 μg of total RNA in a volume of 10 μL using PrimeScript Reverse Transcription Master Mix (TaKaRa). Quantitative real-time PCR was performed using SYBR Green Premix Ex Taq (TaKaRa) on an ABI 7900 system (Applied Biosystems, USA). All the primer sequences are listed in **Supplementary Table 2**. All data were normalized to *Gapdh* expression. Quantification of qPCR results was performed by the 2^-△CT^ method.

### Cell Lysis and Western Blotting

Macrophages were lysed with radioimmunoprecipitation assay (RIPA) buffer (Santa Cruz) for protein extraction. Then, sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE, 10%) was performed to separate the proteins, which were then transferred to PVDF membranes (Millipore). The membranes were incubated overnight with primary antibodies against phospho-p65 (1:1000, #93H1; CST), p65 (1:1000, #8242; CST), CCR2 (1:1000, ab203128; Abcam), or β-actin (1:2000, #4970; CST). Then, the membranes were incubated with horseradish peroxidase-conjugated secondary antibodies (Shengxing Biological) before visualization using enhanced chemiluminescence (Millipore).

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism 8.0. All data are presented as the mean ± standard deviation (SD) unless otherwise indicated. Data normality was examined by Shapiro-Wilk test (n < 10). For normally distributed data, comparisons between 2 groups were performed using Student’s t-test, and comparisons among multiple groups were performed using ANOVA followed by *post hoc* Bonferroni correction. Data homoscedasticity was examined by the Bartlett’s and Brown-Forsythe test. Non-homoscedastic data was analyzed by the Brown-Forsythe ANOVA test followed by Dunnett’s T3 multiple comparisons test. For non-normal data comparisons were performed by the Mann-Whitney U test or the Kruskal-Wallis test followed by Dunn’s multiple comparison test. P <.05 was considered statistically significant.

## Results

### Orthodontic Tooth Movement Induces Inflammation in Periodontal Tissues

To mimic human OTM, we first applied a mechanical device for force application in mice for 7 days. Micro-CT analysis showed that the distance between the first and second molars significantly increased after 7 days of tooth movement, which suggests successfully established murine OTM model (**Figures 1A, B**). Then, to investigate the participation of macrophages, we used FACS analysis to examine the proportion of F4/80^+^CD11b^+^ macrophages in the alveolar bone around the first molars on day 7. FACS analysis showed that macrophages significantly increased after 7 days of OTM (**Figures 1C, D**). Real-time RT-PCR analysis indicated that the mRNA expression levels of macrophage inflammatory factors, including *Tnfα*, *Il1β*, *Il6*, and *Il10*, increased after force application (**Figure 1E**). IF staining showed that the number of CD68^+^ macrophages augmented in human periodontal tissues after force application (**Figure 1F**). Together, these results suggested that macrophages accumulate and polarize during OTM, which may play an important role in orthodontic remodeling.

**Figure 1:**
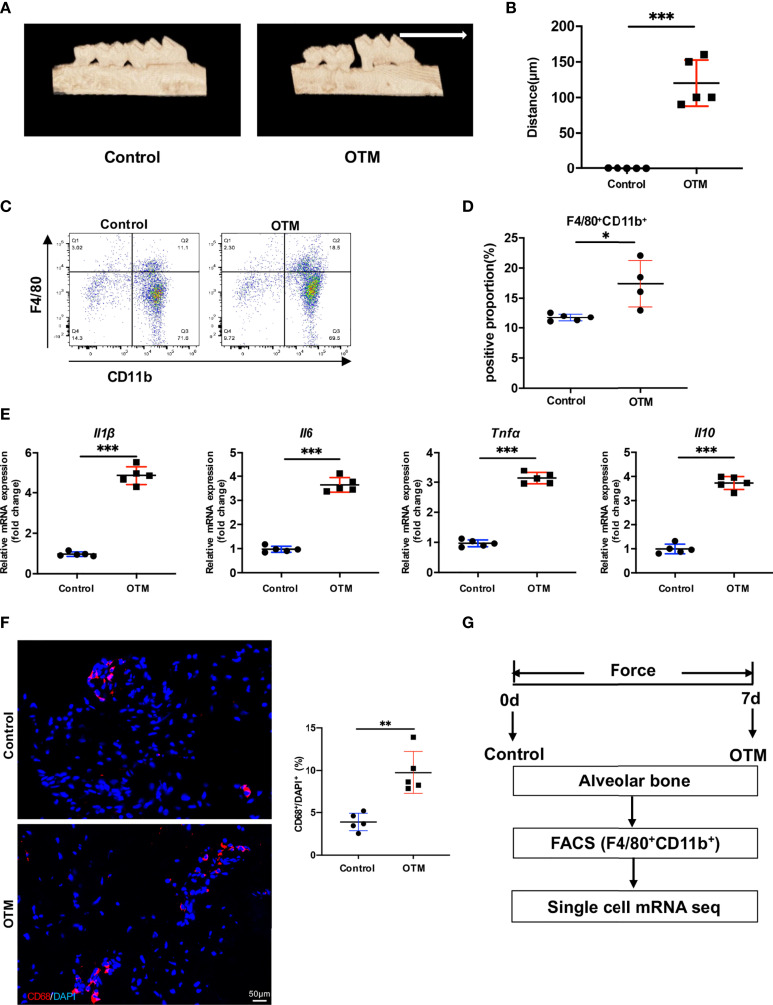
Orthodontic tooth movement induces inflammation in the periodontal tissues. **(A)** Representative 3D micro-CT reconstruction of murine OTM model. (White arrow: direction of force and tooth movement). **(B)** The distance of OTM and **(C)** the ratio of CD11b^+^F4/80^+^ macrophages at day 0 and 7. Values are mean ± SD. n = 5. ***P < 0.001. **(C, D)** Representative flow cytometric analysis of CD11b^+^F4/80^+^ macrophages at day 0 and 7. Values are mean ± SD. n = 4 or 5. *P < 0.05. **(E)** mRNA expression of inflammatory factors of macrophages in murine alveolar bone at day 0 and 7. Values are mean ± SD. n = 5. ***P < 0.001. **(F)** Representative immuno-fluorescence staining and quantification of CD68^+^ macrophages in human periodontal tissue. Scale bar = 50μm. Values are mean ± SD. n = 5. **P < 0.01. **(G)** The flow chart of experimental design.

### Single-Cell Analyses Identify Macrophage Subsets in the Murine Alveolar Bone

To fully explore the heterogeneity of macrophages during OTM, we first performed scRNA-seq of F4/80^+^CD11b^+^ macrophages isolated from the alveolar bone tissues of mice in the control group on the 10x Genomics platform (**Figure 1G**). 

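The control data were 1 library of droplet RNA sequencing (10x Genomics 3' v2 chemistry), made from sorted cells of 8-week-old mice without force. The authors counted unique molecular identifiers (UMIs), each of which tags 1 captured RNA molecule, per gene and cell barcode, and deposited these counts without normalization. The deposited table held 2863 barcodes with 14620877 UMIs in total, a median of 4001 UMIs and 1179 genes per barcode, and between 1777 and 33041 UMIs per barcode. From these counts, the filter, the normalization to 10000 UMIs per cell, the regression on UMI number and mitochondrial share, the 12 principal components and the clustering at resolution 0.6 were repeated from the description in the methods. Clusters were numbered by size, which gives other numbers than the paper's. They were named after the paper's clusters, from genes that the paper names, and the suffix -like marks a name given in this way. Because a level of a naming gene in its own cluster follows from the naming, the cells were also clustered without the naming genes, and levels are given for the cluster without naming genes that held most of the named cells. Expression levels are CPM, computed from the UMIs of a gene and all UMIs of the cells concerned. Levels and ratios have exact Poisson and conditional binomial 95% intervals, and shares of cells have exact Clopper-Pearson intervals. With 1 library per condition and with cells that are not replicates, these intervals cover counting error only, and no test between conditions was possible.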

After applying quality control filters, 3 903 cells from the control group were used for subsequent analysis (**Figures S1A, B**).

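The minimum of genes in the methods was read literally, as genes per 1000 UMIs, although it could also stand for at least 200 genes per cell. The filter on at least 200 genes per 1000 UMIs and at most 5% mitochondrial UMIs kept 2444 of the control barcodes (85.4%). Of the 419 barcodes removed, 409 were below the minimum of genes per UMI and 10 were above the mitochondrial maximum. The kept cells had a median of 3676 UMIs and the removed barcodes a median of 8395, and 11881 genes were found in more than 3 kept cells. Among the removed barcodes, 299 were neutrophil-like, which was 24.9% of all neutrophil-like barcodes, 29 were monocyte- or macrophage-like (2.50%) and 34 were granulocyte progenitor-like (43.6%). With at least 200 genes per cell in place of the minimum per 1000 UMIs, 2835 cells were kept.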

In the control group, uniform manifold approximation and projection (UMAP) dimensionality reduction analysis identified 12 clusters (**Figure 2A**). 

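The control cells formed 13 clusters, numbered from 0, that held between 36 and 520 cells. They took 11 of the paper's names, since clusters 0, 7 and 8 were all Ccr2-like. By broad marker genes, clusters of monocyte- or macrophage-like cells made up 52.6% (95% interval 50.6% to 54.6%) of cells and clusters of neutrophil-like cells 37.9% (36.0% to 39.9%). The cluster of granulocyte progenitor-like cells held 36 cells and the cluster of B cell-like cells 41, and no cluster as a whole was erythroid-like. Single droplets within clusters were rich in hemoglobin transcripts, up to 49.6% of UMIs in cluster 5 and 17.6% in cluster 3. The number of clusters moved most at resolution 0.3, which gave 7.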

The top 25 differentially expressed genes (DEGs) for each cluster are presented (**Figure S2A**). To further understand the unique transcriptome features of each cluster, enrichment of the functions and signaling pathways of genes in each cluster was analyzed by Metascape (17) (**Figure 2E** and **Figure S3A**). 

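Ccr2 (ENSMUSG00000049103) lies on chromosome 9 of GRCm38 from 124101950 to 124113557 and encodes a chemokine receptor. In the control library, clusters 0, 7 and 8 were named from Ccr2, Ccl2, Ccl9, S100a4 and Fn1 and held 795 cells together. Cluster 7 was led by interferon-related genes such as Irf7 and Ly6a, and cluster 8 by stress-related genes such as Hspa1a, Atf3, Rhob and Jun. Without the naming genes, 525 of these cells fell in a cluster of 768 cells. In that cluster Ccr2 was at 469.7 CPM (95% interval 447 to 494), against 223 CPM (213 to 234) in the other control cells. Ccl2 was at 837 CPM (807 to 869) against 431 CPM (416 to 446), S100a4 at 1331 CPM (1292 to 1371) against 629 CPM (611 to 647), and Fn1 at 694 CPM (666 to 723) against 348 CPM (334 to 361).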

Cluster 0 (termed the *Ccr2* cluster) had high expression levels of *Ccr2, Ccl2, S100a4*, and *Fn1*. Its biological function was related to ‘metabolic process’, ‘cell killing’, and ‘response to stimulus’. Cluster 1 (termed the *Mmp8* cluster) had high expression levels of *Retnlg, Mmp8* and *Mmp9*. 

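Mmp8 (ENSMUSG00000005800) lies on chromosome 9 of GRCm38 from 7558456 to 7568485 and encodes a collagenase of neutrophils. The Mmp8-like cluster (cluster 3, 261 control cells) shared 252 of its cells with a cluster of 488 cells that was found without the naming genes. Retnlg was at 39874 CPM (95% interval 39560 to 40190.4) there and at 5288 CPM (5241 to 5336) in the other cells, and Mmp8 was at 1645 CPM (1582 to 1710.3) and 379.9 CPM (367 to 393). For Mmp9 the levels were 870.4 CPM (825 to 918) and 167 CPM (159 to 175). In cluster 3 itself, S100a8 made up 135802 CPM and the monocyte gene Csf1r 43.5 CPM, at medians of 2235 UMIs per cell in cluster 3 and 4045 in the Ccr2-like clusters.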

Its enriched function was related to ‘neutrophil degranulation’, ‘leukocyte migration’, and ‘inflammatory response’. Matrix metalloproteinases (MMPs) are the main extracellular matrix (ECM) enzymes responsible for the degradation of collagen and other proteins relating to their ability to regulate cytokines. 

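The genes Ltf, Camp, Spp1 and Lcn2 named cluster 1 of the control library, with 424 cells, of which 229 fell in a cluster of 258 cells when the naming genes were left out. Ltf was at 8011 CPM (95% interval 7821 to 8204) in the latter cluster and at 987 CPM (968 to 1007) elsewhere. The corresponding levels were 48324 CPM (47856 to 48794) and 7069 CPM (7017 to 7122) for Camp, 8428 CPM (8233 to 8625) and 1416 CPM (1393 to 1440.0) for Lcn2, and 594 CPM (543 to 648) and 181 CPM (173 to 189) for Spp1. S100a8 was at 199404 CPM in cluster 1 and Csf1r at 25.4 CPM.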

Cluster 2 (termed the *Ltf* cluster) had high expression levels of the *Ltf, Camp, Spp1*, and *Lcn2* genes. The main functions of this cluster included ‘neutrophil degranulation’, ‘leukocyte migration’, and inflammatory response’. 

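Interferon-induced genes Isg15, Slfn4, Slfn1 and Ifit3 named a control cluster of 160 cells (cluster 4), and 103 of these cells also lay together in a cluster of 114 cells without the naming genes. There Isg15 reached 1436 CPM (95% interval 1321 to 1559), against 198 CPM (189 to 207) in the remaining cells, and Ifit3 289.7 CPM (239 to 348) against 16.4 CPM (14.0 to 19.0). Slfn4 reached 393 CPM (334 to 459.7) against 73.0 CPM (67.9 to 78.4) and Slfn1 302 CPM (251 to 361) against 51.7 CPM (47.4 to 56.3). By broad marker genes cluster 4 was neutrophil-like, with S100a8 at 110932 CPM.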

Cluster 3 (termed the *Isg15* cluster) had high *Isg15, Slfn4, Slfn1*, and *Ifit3* genes. Its biological function was related to ‘regulation of defense response’, ‘defense response to virus’, and ‘response to interferon-beta’. Cluster 4 (the *Cebpb* cluster) had high expression levels of the *Il1b, Csf3r, Egr1, Ccrl2*, and *Cebpb* genes. 

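No control cluster took the name of the Cebpb cluster at resolution 0.6. Among the 13 control clusters, Csf3r (407 CPM), Egr1 (858 CPM), Ccrl2 (2147 CPM) and Cebpb (7485 CPM) were highest in the Isg15-like cluster. Il1b was highest in the MHC-II-like cluster, at 3374 CPM.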

Its enriched pathways were related to ‘inflammatory response’, ‘myeloid leukocyte migration’, and ‘response to IL-1’. 

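H2-Aa (ENSMUSG00000036594) lies on chromosome 17 of GRCm38 from 34282744 to 34287823, where the class II genes of the major histocompatibility complex lie. H2-Aa, Cd74, H2-Ab1, H2-Eb1 and H2-DMb1 named cluster 2 of the control library (285 cells). Without the naming genes, 223 of its cells joined most of the Ccr2-like cells in 1 cluster, and the cluster then named MHC-II-like held 29 cells. The joined cluster had H2-Aa at 2417 CPM (95% interval 2365 to 2470.2) against 647 CPM (629 to 665) in the other cells, and Cd74 at 7084 CPM (6994 to 7175) against 1995 CPM (1963 to 2028). H2-Ab1 was at 2375 CPM (2323 to 2428) against 693 CPM (674 to 712), H2-Eb1 at 576 CPM (551 to 602) against 227 CPM (216 to 238), and H2-DMb1 at 277 CPM (259 to 295) against 79.6 CPM (73.3 to 86.3).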

Cluster 5 (termed the *MHC-II* cluster) had higher expression of *H2-Aa, Cd74, H2-Ab1, H2-Eb1*, and *H2-DMb1*. It is involved in ‘antigen processing and presentation’ and ‘inflammatory response’. 

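In the control library, Fabp4, Apoe, Fcgr4 and Ace named cluster 6, whose 154 cells carried monocyte and neutrophil marker genes together. A cluster of 146 cells without the naming genes held 128 of them and had Fabp4 at 386 CPM (95% interval 339 to 438), against 25.7 CPM (22.7 to 29.1) in the other cells. Fcgr4 was at 268 CPM (229 to 312) against 25.0 CPM (22.1 to 28.3), Ace at 134 CPM (107 to 166) against 14.9 CPM (12.7 to 17.5), and Apoe at 2830.0 CPM (2699.8 to 2965) against 1038 CPM (1018 to 1058). Of the 13 clusters, the Trem2-like cluster had the highest Fabp4 (521 CPM) and Apoe (9881 CPM).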

Cluster 6 (termed the *Fabp4* cluster) had high expression of *Fabp4*, *Apoe*, *Fcgr4*, and *Ace.* Its enriched pathways were related to ‘fat cell differentiation’, ‘the inflammatory response’ and ‘tissue remodeling’, suggesting that this is the main cluster that ties the immune response to the regulation of lipid metabolism. Cluster 7 (termed the *Birc5* cluster) had high *Ube2c, Stmn1, Birc5, Ltf*, and *Serpinb1a* expression. 

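The Birc5-like cluster of the control library (cluster 9, 82 cells) was led by the granulocyte genes Fcnb, Camp, Cebpe and Ngp, with S100a8 at 177092 CPM and Csf1r at 16.0 CPM. Without the naming genes, 76 of these cells were placed in a cluster of 163 cells, which also held the Mpo-like cells and nearly all Ebf1-like cells. In this merged cluster Stmn1 was at 808 CPM (95% interval 755 to 865) against 198 CPM (189 to 207) in the other cells, and Serpinb1a at 716 CPM (665 to 769) against 116 CPM (109.5 to 123). Birc5 was at 287 CPM (255 to 321) against 104 CPM (97.8 to 111), Ube2c at 269 CPM (238 to 302) against 152 CPM (144 to 160.1), and Ltf at 3161 CPM (3055 to 3271) against 1367 CPM (1344 to 1390.4).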

The biological function of this cluster was related to the ‘cell cycle (mitosis)’ and ‘DNA packaging’. In cluster 8 (termed the *Mki67* cluster), the highly expressed genes were similar to those in cluster 7, including *Stmn1, Ube2c, Birc5, Tubb5*, and *Top2a*. 

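Mki67 (ENSMUSG00000031004) lies on chromosome 7 of GRCm38 from 135689784 to 135716361 and encodes a nuclear protein of dividing cells. Cluster 5 of the control library, named Mki67-like, held 155 cells with a median of 8466 UMIs, and 136 of them stayed together in a cluster of 148 cells without the naming genes. In the latter, Mki67 was at 227 CPM (95% interval 201 to 256) against 31.5 CPM (28.0 to 35.3) in the other cells. Stmn1 was at 1049.7 CPM (992 to 1110.1) against 160.2 CPM (152 to 168), Ube2c at 823 CPM (771 to 876) against 82.8 CPM (77.1 to 88.7), and Birc5 at 559 CPM (517 to 604) against 68.3 CPM (63.2 to 73.8). Tubb5 was at 1086 CPM (1028 to 1148) against 235 CPM (225 to 245) and Top2a at 393 CPM (358 to 430.5) against 52.1 CPM (47.6 to 56.9).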

The function of Cluster 8 was similar to that of Cluster 7, including ‘cell cycle’ and ‘response to DNA damage stimulus’. 

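Elane (ENSMUSG00000020125) lies on chromosome 10 of GRCm38 from 79886247 to 79888215 and encodes neutrophil elastase. Elane, Mpo, Prtn3, Ctsg and Nkg7 named cluster 12 of the control library, with 36 cells, the smallest of the 13. Without the naming genes, all of them fell in the cluster that also held most Birc5-like cells, where Elane was at 6208 CPM (95% interval 6058 to 6361) against 70.4 CPM (65.3 to 75.9) in the other cells. Mpo was at 1449.7 CPM (1378 to 1525) against 20.2 CPM (17.5 to 23.3), Prtn3 at 2128 CPM (2041 to 2219) against 98.1 CPM (92.0 to 105), Ctsg at 916 CPM (858 to 975) against 34.1 CPM (30.5 to 38.0), and Nkg7 at 787 CPM (734 to 842) against 7.75 CPM (6.09 to 9.71).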

Cluster 9 (termed the *Mpo* cluster) had high expression levels of genes such as *Elane, Mpo, Prtn3, Ctsg, and Nkg7.* The biological function of this cluster was nucleoside triphosphate metabolism and interleukin-8 production. 

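Trem2 (ENSMUSG00000023992) lies on chromosome 17 of GRCm38 from 48346401 to 48354147. The control cluster that C1qa, Trem2, Pf4 and Vcam1 named (cluster 10) held 51 cells, and 31 of them lay in a cluster of 167 cells without the naming genes. C1qa was at 359 CPM (95% interval 320.1 to 401) in that cluster against 26.0 CPM (23.0 to 29.4) in the other cells, and Trem2 at 44.3 CPM (31.3 to 60.8) against 19.9 CPM (17.2 to 22.8). Pf4 was at 96.8 CPM (77.1 to 120.0) against 8.51 CPM (6.79 to 10.5) and Vcam1 at 199 CPM (171 to 232) against 13.7 CPM (11.5 to 16.2).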

Cluster 10 (termed the *Trem2* cluster) had high expression of *C1qa, Trem2, Pf4* and *Vcam-1*. The distinctive pathway of ‘osteoclast differentiation’ was noticed in this cluster. Previous research has shown that triggering receptors expressed on myeloid cells 2 (*Trem2*) regulates osteoclast differentiation with impaired bone resorption capability in the periodontitis environment (18). We considered this cluster to be bone-resident macrophages with osteoclastogenic potential. In contrast, cluster 11 (termed the *Ebf1* cluster) was related to B cell proliferation and lymphocyte differentiation, with high expression of genes such as *Ebf1, Cd79a*, and *Cd79b* (**Figures 2B, C, E**). 

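The osteoclast genes Acp5 and Ctsk did not name the Trem2-like cluster. Acp5 was at 611 CPM (95% interval 519 to 714) in the cells of this cluster and at 22.9 CPM (20.1 to 26.0) in the other control cells. Ctsk was at 140.1 CPM (98.1 to 194), from 36 UMIs, and at 1.53 CPM (0.873 to 2.48) in the others. In the cluster found without the naming genes, where fewer than all of the Trem2-like cells lay, Acp5 was at 72.3 CPM (55.4 to 92.7) and Ctsk at 9.33 CPM (4.03 to 18.4).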

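Cluster 11 of the control library, with 41 cells, was named from Ebf1, Cd79a and Cd79b, and its leading genes included Vpreb3 and Mzb1. Without the naming genes, 40 of its cells lay in the cluster that also held the Mpo-like cells. Ebf1 was at 156 CPM (95% interval 133 to 182) there and at 1.86 CPM (1.10 to 2.94) in the other cells, Cd79a at 62.1 CPM (47.9 to 79.2) and 1.55 CPM (0.867 to 2.56), and Cd79b at 45.9 CPM (33.8 to 60.8) and 5.16 CPM (3.83 to 6.81).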

We then detected the proportion of each cluster in the steady-state murine alveolar bone tissue and found that the major cluster was the *Ccr2* cluster (**Figures 2D**). These data suggest the existence of distinctive macrophage clusters with specific functions in murine alveolar bone in the steady-state (no force application or OTM).

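The Ccr2-like clusters made up 32.5% (95% interval 30.7% to 34.4%) of the control cells, and cluster 0 alone 21.3% (19.7% to 23.0%). The Ltf-like cluster followed with 17.3% (15.9% to 18.9%), the MHC-II-like cluster with 11.7% (10.4% to 13.0%) and the Mmp8-like cluster with 10.7% (9.48% to 12.0%). Isg15-like, Mki67-like and Fabp4-like cells had shares of 6.55%, 6.34% and 6.30%, and Birc5-like cells 3.36%. Trem2-like, Ebf1-like and Mpo-like cells had shares of 2.09%, 1.68% and 1.47%. The share of Ccr2-like cells moved most without the naming genes, to 6.67%, since the largest cluster then took no name. From the clusters, their genes and enriched functions, the paper proposes that murine alveolar bone holds distinct groups of macrophages with their own functions in the steady-state.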

**Figure 2:**
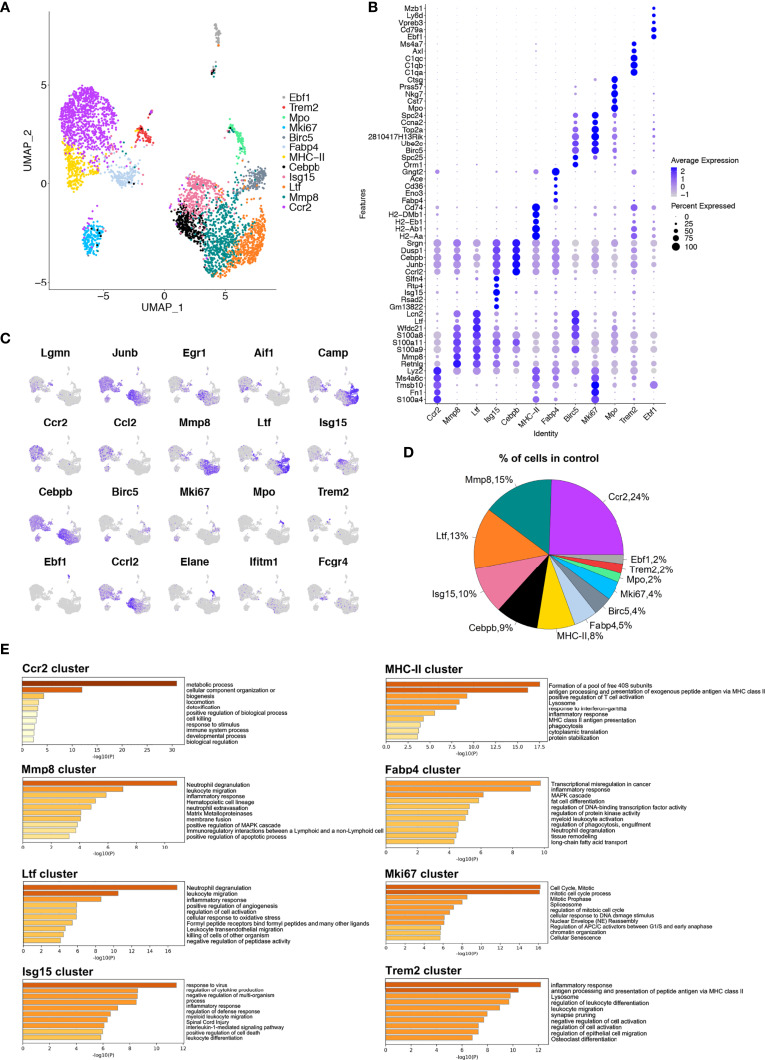
Single-cell analyses show macrophage subsets in murine alveolar bone. **(A)** UMAP plot of cells in control group. 12 (0 to 11) clusters were identified. Dimensional reduction was performed with principal component analysis (PCA) and visualization using UMAP plots. **(B)** Dot plot of differentially expressed genes in each cluster. **(C)** Feature plots depicting single-cell gene expression of individual genes. **(D)** Proportions of 12 different macrophage clusters. **(E)** The top 60-65 markers (adj. p-value < 0.05) per cluster were used to identify the functional enrichment categories using Metascape. Pathway enrichment is expressed as the -log10(P) adjusted for multiple comparison.

### CellChat and Single-Cell Trajectories Reveal Cell Communication and Developmental Relationships Among Macrophage Clusters in the Steady-State

To explore the interactions between cells among the steady-state macrophage clusters, we applied CellChat to infer and analyze intercellular communication networks (15). CellChat detected 22 significant pathways between 12 macrophage clusters in steady-state alveolar bone tissue, among which the CCL signaling pathway exhibited the most prominent outgoing and incoming signaling patterns (**Figure 3A**). In-depth exploration of the CCL signaling pathway indicated that the *Ccr2* cluster exhibited high expression of the major sender, receiver, mediator, and influencer of the CCL signaling pathway (**Figures 3B, C**). 

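A CCL score was computed in the form CellChat gives it, from the trimean of each ligand and receptor in each cluster, over the pairs Ccl6-Ccr1, Ccl6-Ccr2, Ccl9-Ccr1, Ccl3-Ccr1, Ccl2-Ccr2 and Ccl5-Ccr1 and without CellChat's permutation test. Of the score summed over all pairs of control clusters, 11.6% went out from Ccr2-like cluster 8, 11.1% from the MHC-II-like cluster and 10.3% from Ccr2-like cluster 7. With the mean or the 10% truncated mean in place of the trimean, the MHC-II-like cluster came before these Ccr2-like clusters. Cluster 0 had rank 5 as a sender, with 10.1%. As a receiver it came highest of the 13 clusters with 12.7%, before the Mki67-like cluster with 12.1%. When the score was weighted by cluster size, cluster 0 had the highest outgoing (25.7%) and incoming (28.6%) shares.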

Notably, the contribution of each ligand-receptor showed that the most significant L-R pairs were CCL6-CCR1 and CCL6-CCR2 (**Figure 3D**).

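Of the CCL score over the 6 pairs in the control library, Ccl6-Ccr1 held 28.6%, Ccl3-Ccr1 23.5%, Ccl9-Ccr1 19.3% and Ccl6-Ccr2 18.5%. Ccl2-Ccr2 held 10.1%, and Ccl5-Ccr1 scored 0 because the trimean of Ccl5 was 0 in each control cluster. The score covered these 6 pairs alone, so the shares leave out other CCL pairs. Ccl6-Ccr1 stayed at rank 1 in the 12 alternatives tried, and Ccl6-Ccr2 moved from rank 4 to rank 3 in 9 of them.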

**Figure 3:**
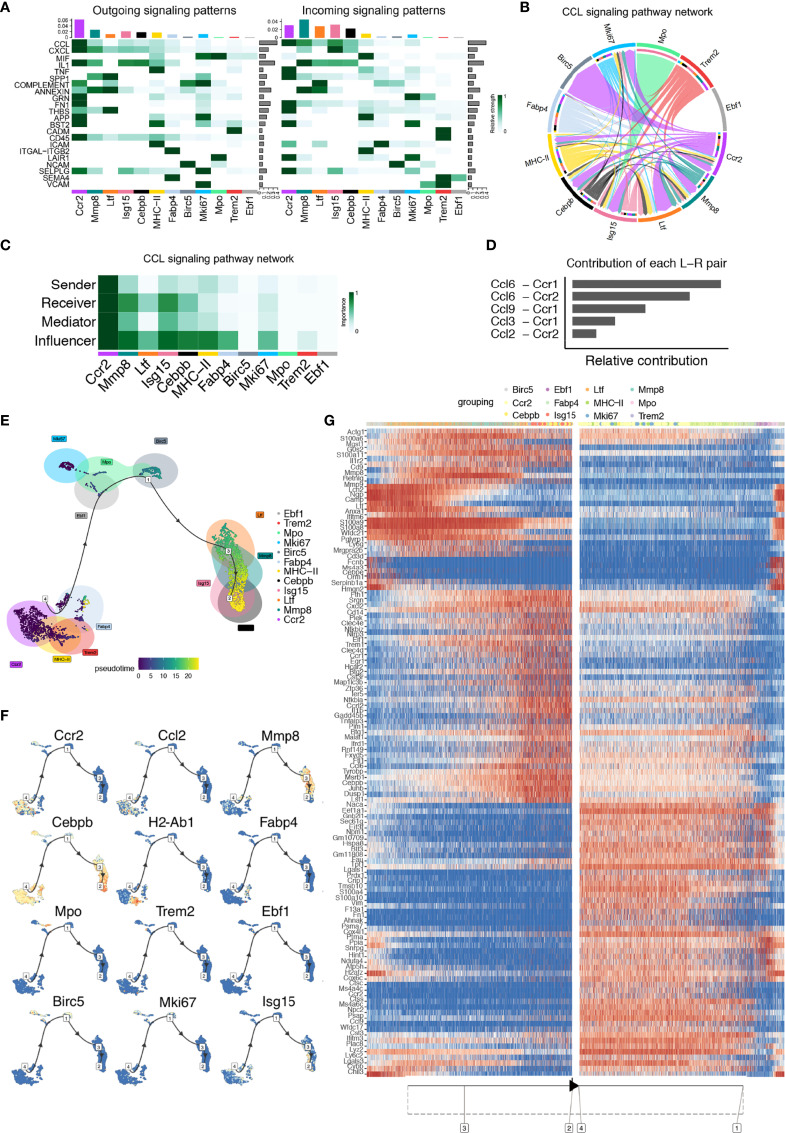
CellChat and Single-cell trajectories reveal cell communications and developmental relationships among macrophage clusters in the steady-state. **(A)** Heatmap shows the relative strength of each signal pathway network for each cluster with both incoming and outgoing signaling patterns. **(B)** Inferred CCL Signaling pathway network of steady-state clusters. **(C)** Heatmap of the CCL Signaling network displaying relative importance of each cell group ranked according to the computed four network centrality measures. **(D)** Relative contribution of each ligand-receptor pair as it affects the overall communication network of the CCL signaling pathway. **(E)** Differentially expressed genes between clusters were used to generate hypothetical developmental relationships using Dynverse. **(F)** Representative gene expression plotted as a function of pseudotime. **(G)** Heatmap of differentially expressed genes ordered based on their simple kinetics through pseudotime using Dynverse.

Seurat-defined clusters were superimposed on a pseudotime trajectory produced by the Dynverse algorithm to examine single-cell gene trajectories to determine the developmental relationships among these macrophage clusters. Three differentiation stages were identified. The *MHC-II* cluster was set as the origin cluster due to its high expression levels of antigen-presenting genes such as *H2-Aa, H2-Ab1, and H2-Eb1*, prevalent in normal macrophages. 

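Phases were taken from the clusters that the paper assigns to each, since no pseudotime was computed. The Ccr2-like, MHC-II-like, Trem2-like and Fabp4-like clusters of the control library held 1285 cells, a share of 52.6% (95% interval 50.6% to 54.6%). Of the alternatives, clustering without the naming genes moved this share most, to 20.7%.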

Trajectory analysis found that the *Ccr2, MHC-II, Trem2* and *Fabp4* clusters occupied the initial developmental stage (Phase 1), including 44.6% of total macrophages. 

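Together, the Mki67-like, Mpo-like, Birc5-like and Ebf1-like clusters of the control library held 314 cells, or 12.8% (95% interval 11.5% to 14.2%). The Mki67-like and Birc5-like clusters, which carried the genes of dividing cells, accounted for 237 of these cells.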

The *Mki67, Mpo, Birc5* and *Ebf1* clusters, shown as the second development stage (Phase 2) could arise from Phase 1 and represented 11.3% of total macrophages. The *Ltf, Mmp8, Isg15* and *Cebpb* clusters, crucial for the inflammatory response and defense response, were located in the final development stage (Phase 3), possibly arising from Phase 2, presenting 44.1% of the total macrophages (**Figure 3E**).

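For the Ltf-like, Mmp8-like and Isg15-like clusters, and with no Cebpb-like cluster among the 13, the control share was 34.6% (95% interval 32.7% to 36.5%), or 845 cells. With 2000 variable features chosen by the vst method the share moved most, to 12.9%.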

Gene expression levels were plotted as a function of pseudotime by Dynverse to track changes across different macrophage states (**Figure 3F**). Genes such as *Ccr2, Ccl2, Lgmn* and *H2-Ab1* were highly expressed in Phase 1, and their enriched function was related to ‘cellular response to stress’ and ‘inflammatory response’. 

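Of the genes Ccr2, Ccl2, Lgmn and H2-Ab1, only Lgmn did not name a cluster. Lgmn was at 179 CPM (95% interval 169 to 191) in the control clusters of Phase 1 and at 27.1 CPM (22.7 to 32.0) in the others, and was highest in the Trem2-like cluster with 720.0 CPM. For the naming genes, the levels in Phase 1 and outside it were 446 CPM (429 to 463) and 135 CPM (125 to 146) for Ccr2, 832 CPM (809 to 856) and 247 CPM (233 to 261) for Ccl2, and 2206 CPM (2168 to 2245) and 96.9 CPM (88.5 to 106) for H2-Ab1.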

Since CCR2, a chemokine receptor, is critical for migration and expressed by circulating monocytes, the enrichment of this gene suggested that these clusters may be monocyte-derived. The expression of genes such as *Mki67, Birc5*, and *Mpo* was low in Phase 1. 

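Across the control clusters of Phase 2, Mki67 was at 183 CPM (95% interval 166 to 202), against 16.4 CPM (13.8 to 19.4) in the other control cells. Birc5 was at 450.2 CPM (423 to 478) against 30.4 CPM (26.8 to 34.4), and Mpo at 656 CPM (624 to 690.0) against 21.2 CPM (18.2 to 24.6). All 3 genes named clusters of this phase, and the highest level of Mpo was in the Mpo-like cluster (4601 CPM).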

Still, it increased in Phase 2 with relevant functions in ‘cell cycle’ and ‘chromatin organization’, illustrating that clusters in Phase 2 were a proliferative macrophage population. 

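Ccl6 was at 905 CPM (95% interval 869 to 942) in the control clusters of Phase 3 and at 902 CPM (881 to 923) in the other cells, a difference within counting error, and was highest in the Isg15-like cluster (1727 CPM). Cxcl2 was at 13034 CPM (12898 to 13171) in Phase 3 and 10369 CPM (10299 to 10439.9) outside it. Il1b was at 1545 CPM (1499 to 1593) in Phase 3 and 1715 CPM (1687 to 1744) outside it.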

Genes such as *Ccl6, Cxcl2, and Il-b* were highly expressed in Phase 3, with pathways related to ‘inflammatory response’, ‘neutrophil degranulation’, and ‘cytokine production regulation’, demonstrating their function in regulating the immune response (**Figure 3G**). These gene expression changes across macrophage clusters could define and mark different macrophage subsets and states according to their expression patterns.

### Single-Cell Analyses Identify Macrophage Subsets in Murine Alveolar Bone After Orthodontic Force Application

After establishing macrophage clusters in the steady-state, we compared their dynamic changes in macrophages during OTM. 

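The OTM group likewise consisted of 1 library, from mice under about 30 g of force for 7 days, and the control and OTM libraries were prepared and sequenced once each. Its deposited UMI counts covered 2058 barcodes with 16500733 UMIs, with a median of 6856 UMIs (range 2354 to 40340) and 1585 genes per barcode. The steps used for the control library were repeated with 8 principal components, as in the methods. For comparisons between libraries, the UMIs of each gene were summed over the cells compared, and the ratio of CPM was taken as OTM over control. Both libraries were also integrated by canonical correlation analysis and clustered together, which is called the joint clustering. Because the OTM cells were deeper, cells were thinned to 1000 UMIs each as 1 of the alternatives. Any difference between the libraries that arose in their preparation cannot be told apart from the effect of force, since there is no second library of either condition.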

Macrophages were isolated from murine alveolar bone tissue after 7 days of the force application. After applying quality control filters, 2 534 cells from the OTM group were used for subsequent analysis (**Figures S1C, D**). 

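Of the OTM barcodes, 1255 (61.0%) passed the filter, with a median of 6053 UMIs, and 11046 genes were found in more than 3 of these cells. The filter removed 803 barcodes, 799 for too few genes per UMI and 4 for mitochondrial UMIs, and the removed barcodes had a median of 9717 UMIs. These included 427 neutrophil-like barcodes (53.2% of that kind), 175 monocyte- or macrophage-like barcodes (17.4%) and 195 granulocyte progenitor-like barcodes (78.9%). A minimum of 200 genes per cell, not scaled to UMIs, kept 2052 cells.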

The UMAP analysis revealed 8 clusters in this group (**Figure 4A**). 

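The OTM cells formed 7 clusters of between 46 and 323 cells, numbered from 0 to 6. Clusters 0 and 2 were Ccr2-like, cluster 1 Ifitm1-like, cluster 3 Mmp8-like, cluster 4 MHC-II-like, cluster 5 Mki67-like and cluster 6 Elane-like. Monocyte- or macrophage-like clusters made up 61.8% (95% interval 59.0% to 64.5%) of cells and neutrophil-like clusters 34.6% (31.9% to 37.3%). At resolution 1.0 there were 11 clusters.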

The top 25 differentially expressed genes for each cluster are shown (**Figure S2B**). 

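In the OTM library, 554 cells of clusters 0 and 2 were Ccr2-like. Cluster 0 was led by Saa3, Chil3 and Apoc1, and cluster 2 by Rnase6, Ifi202b and Ms4a4c. Without the naming genes, 308 of these cells lay in a cluster of 312 cells, in which Ccr2 was at 523 CPM (95% interval 493 to 555) against 322 CPM (307 to 337) in the other OTM cells. Ccl9 was at 1125 CPM (1080.4 to 1170.4) against 911 CPM (887 to 937) and Fn1 at 1009 CPM (967 to 1052) against 407 CPM (390.4 to 424). Among the 7 clusters, Ccl9 was highest in the MHC-II-like cluster, at 1585 CPM.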

Cluster 0 (termed the *Ccr2_OTM* cluster) showed high expression of *Ccr2, Ccl9* and *Fn1*. As in the steady-state, we attributed this cluster to monocyte-derived macrophages. Notably, the pathway enriched in this cluster, ‘cell response to wounding’ and ‘cellular response to interleukin-1’, might be induced by orthodontic force mediated macrophage recruitment. Cluster 1 (termed the *Mmp8_OTM* cluster) had a relatively high expression of genes, including *Mmp9, Mmp8, Ly6g, Ltf*, and *Spp1*. 

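The Mmp8-like cluster of the OTM library (cluster 3) held 200 cells, of which 102 lay in a cluster of 338 cells that was found without the naming genes and also held most Ifitm1-like cells. There Mmp8 was at 2204 CPM (95% interval 2125 to 2286) against 589.8 CPM (571 to 609) in the other OTM cells, and Ly6g at 414 CPM (380.3 to 451) against 47.4 CPM (42.3 to 53.0). Ltf was at 544 CPM (505 to 585) against 499 CPM (482 to 517), a ratio of 1.09, and Spp1 at 242 CPM (216 to 269.9) against 86.8 CPM (79.8 to 94.3). Within cluster 3, which was named without Ltf and Spp1, Spp1 was at 99.9 CPM (81.8 to 121) against 115 CPM (107 to 123) outside it. The cluster was mixed, with Csf1r at 73.5% and Ccr2 at 45.8% of their level in the Ccr2-like clusters.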

The enrichment analysis identified functions and pathways such as ‘inflammatory response’ and ‘leukocyte migration’. Cluster 2 (termed the *Ccrl2_OTM* cluster) had high expression of genes such as *Ccrl2, Cxcr2, Cs43r*, and *Egr1*, with enrichment of functions related to the inflammatory response, including ‘cytoplasmic translation’ and ‘bone resorption’. 

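None of the 7 OTM clusters took the name of the Ccrl2_OTM cluster. Ccrl2 (4759.6 CPM), Cxcr2 (200.5 CPM), Csf3r (346 CPM), printed as Cs43r in the paper, and Egr1 (309 CPM) were all highest in the Ifitm1-like cluster.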

Cluster 3 (termed the *Elane_OTM* cluster) had a high expression of genes necessary for cell division, such as *Hmgn2, Ube2c, Tubb5*, *Ltf* and *Camp.* Its enriched pathways were related to cell proliferation, such as ‘cell cycle’, ‘DNA replication’, and ‘nucleotide metabolic process’. This cluster, therefore, may assume functions in proliferation and self-renewal. 

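The Elane-like cluster of the OTM library (cluster 6) had 46 cells, and 43 of them lay in a cluster of 78 cells without the naming genes. Hmgn2 was at 3371 CPM (95% interval 3198 to 3552) in that cluster and at 248 CPM (237 to 259.9) in the other cells, Ltf at 4861 CPM (4652 to 5076) and 258 CPM (247 to 270.1), and Camp at 37310.2 CPM (36728 to 37899) and 1216 CPM (1191 to 1241). Ube2c was at 174 CPM (136 to 218) and 88.1 CPM (81.4 to 95.1) and Tubb5 at 533 CPM (465 to 607) and 226 CPM (215 to 237). Ube2c (701 CPM) and Tubb5 (1213 CPM) were highest in the Mki67-like cluster.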

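Stfa2 (ENSMUSG00000022902) lies on chromosome 16 of GRCm38 from 36403992 to 36408457, next to other stefin genes. In the OTM library, Stfa2, BC100530, Gm5483, Asprv1, Ifitm1 and Mmp9 named cluster 1, with 234 cells and S100a8 at 113698 CPM. The cluster without the naming genes that held 229 of them had Stfa2 at 773 CPM (95% interval 727 to 822), against 34.9 CPM (30.5 to 39.8) in the other cells. BC100530 was at 5139 CPM (5017 to 5263) against 372 CPM (358 to 388), Gm5483 at 3659.8 CPM (3557 to 3765) against 194 CPM (184 to 205), and Asprv1 at 814 CPM (766 to 865) against 32.4 CPM (28.2 to 37.1). Ifitm1 was at 747 CPM (701 to 795) against 238 CPM (226 to 250.0) and Mmp9 at 629 CPM (587 to 673) against 62.0 CPM (56.0 to 68.3).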

Cluster 4 (termed the *Ifitm1_OTM* cluster) highly expressed the stefin genes (*Stfa2, BC100530*, and *Gm5483)* as well as *Asprv1, Ifitm1*, and *Mmp9.* Its biological function is related to classic inflammatory pathways, including ‘inflammatory response’ and ‘leukocyte migration’. Cluster 5 (termed the *Fcgr4_OTM* cluster) had high expression of genes such as *Cd83, Rgs1, Fcgr4* and *Apoe*. This cluster showed increased function in ‘response to external stimulus’ and ‘antigen processing and presentation’. 

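No OTM cluster took the name of the Fcgr4_OTM cluster. Cd83 (587 CPM) and Rgs1 (547 CPM) were highest in the MHC-II-like cluster, Fcgr4 (169 CPM) in the Mmp8-like cluster and Apoe (8058 CPM) in Ccr2-like cluster 0.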

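Class II genes named cluster 4 of the OTM library, with 150 cells, and 112 of them lay in a cluster of 169 cells without the naming genes. In the latter, Cd74 was at 9770.1 CPM (95% interval 9578 to 9965) against 1143 CPM (1118 to 1169) in the other OTM cells and H2-Aa at 3484 CPM (3369 to 3601) against 387 CPM (373 to 402). H2-Ab1 was at 2623 CPM (2524 to 2725) against 295 CPM (282 to 308) and H2-Eb1 at 592 CPM (545 to 641) against 62.5 CPM (56.7 to 68.8).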

Cluster 6 (termed the *MHC-II_OTM* cluster) showed relatively high expression of genes such as *Cd74, H2-Aa, H2-Ab1*, and *H2-Eb1*. The biological functions mainly included ‘antigen processing and presentation’. Cluster 7 (termed the *Mki67_OTM* cluster) had high expression of the genes *Lgals1, Tmsb10, Tubb5*, and *Tubb1b.* The upregulated biological functions were related to proliferation-related and translational-ribosomal pathways (**Figures 4B, C, E**). 

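Cluster 5 of the OTM library, the Mki67-like cluster, had 71 cells with a median of 11547 UMIs, and 68 of them lay in a cluster of 72 cells without the naming genes. Lgals1 was at 1475 CPM (95% interval 1392 to 1561) there and 417 CPM (402 to 433) in the other cells, and Tmsb10 at 8691 CPM (8489 to 8896) and 3289.9 CPM (3248 to 3333). Tubb5 was at 1223 CPM (1148 to 1301) and 129 CPM (121 to 138), and Tuba1b, read for the symbol Tubb1b, at 1176 CPM (1102 to 1253) and 133 CPM (124 to 142).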

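In the OTM library the Ccr2-like clusters held 44.1% (95% interval 41.4% to 46.9%) of the cells, with 25.7% (23.3% to 28.3%) in cluster 0 and 18.4% (16.3% to 20.7%) in cluster 2. The Ifitm1-like cluster held 18.6% (16.5% to 20.9%), the Mmp8-like cluster 15.9% (14.0% to 18.1%) and the MHC-II-like cluster 12.0% (10.2% to 13.9%). Mki67-like cells made up 5.66% and Elane-like cells 3.67%. Of the alternatives, resolution 0.3 moved the share of Ccr2-like cells most, to 26.3%, and the MHC-II-like cells were then 29.9% of the library.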

The proportions of each cluster in the OTM murine alveolar bone tissue were calculated, and the major cluster was still the *Ccr2* cluster (**Figure 4D**). These data revealed the existence of cluster-specific functions in macrophages after force application.

**Figure 4:**
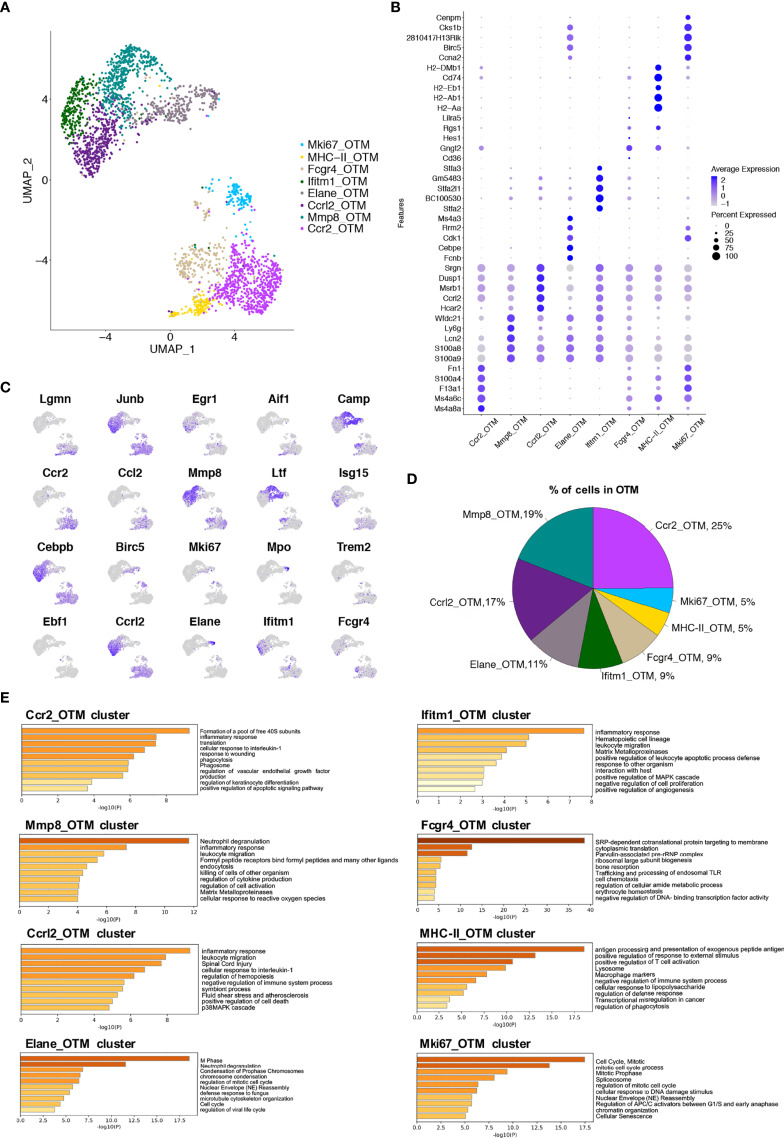
Single-cell analyses show macrophage subsets in murine alveolar bone after orthodontic force application. **(A)** UMAP plot of cells in OTM group. 8 (0 to 7) clusters were identified. Dimensional reduction was performed with principal component analysis (PCA) and visualization using UMAP plots. **(B)** Dot plot of conserved differentially expressed genes in each cluster. **(C)** Feature plots depicting single-cell gene expression of individual genes. **(D)** Proportions of 8 different macrophage clusters. **(E)** The top 60-65 markers (adj. p-value < 0.05) per cluster were used to identify the functional enrichment categories using Metascape. Pathway enrichment is expressed as the -log10(P-adjusted) for multiple comparison.

### CellChat and Single-Cell Trajectories Reveal Cell Communication and Developmental Relationships of Macrophages After Orthodontic Force Application

CellChat analysis of the OTM clusters was performed. A total of 18 significant pathways were detected, among which the CCL signaling pathway had the highest relative strength index in both incoming and outgoing signaling patterns (**Figure 5A**), similar to the steady-state clusters. Likewise, the CCL signaling pathway was most significantly upregulated in the *Ccr2_OTM* cluster, playing major roles as a sender, receiver, mediator, and influencer (**Figures 5B, C**). 

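In the OTM library, 20.1% of the summed CCL score went out from the MHC-II-like cluster, 19.2% from Ccr2-like cluster 2 and 17.0% from Ccr2-like cluster 0. The incoming score was highest in cluster 0 (17.9%) and cluster 2 (17.5%), followed by the Mki67-like cluster (16.7%). Weighting by cluster size gave cluster 0 the highest outgoing share (28.3%) and incoming share (29.7%).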

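Ccl6 (ENSMUSG00000018927) lies on chromosome 11 from 83587882 to 83593087 of GRCm38, and Ccr1 (ENSMUSG00000025804) lies on chromosome 9 from 123962124 to 123968692. In the OTM library, the pair Ccl6-Ccr1 held 25.7% of the score over the 6 CCL pairs, Ccl3-Ccr1 23.3% and Ccl9-Ccr1 18.7%. Ccl6-Ccr2 held 18.1%, Ccl2-Ccr2 10.1% and Ccl5-Ccr1 4.15%.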

Ligand-receptor analysis showed that the CCL6-CCR1 and CCL9-CCR1 pairs made the most significant relative contributions (**Figure 5D**). *Ccr1* is mainly expressed in monocytes, T cells, dendritic cells, and neutrophils, whereas *Ccr2* is mainly expressed in macrophages in the immune system (19, 20). Previous research has demonstrated that *Ccr2*, instead of *Ccr1*, is the sole receptor responsible for monocyte mobilization from the bone marrow and recruitment to inflamed sites (21).

**Figure 5:**
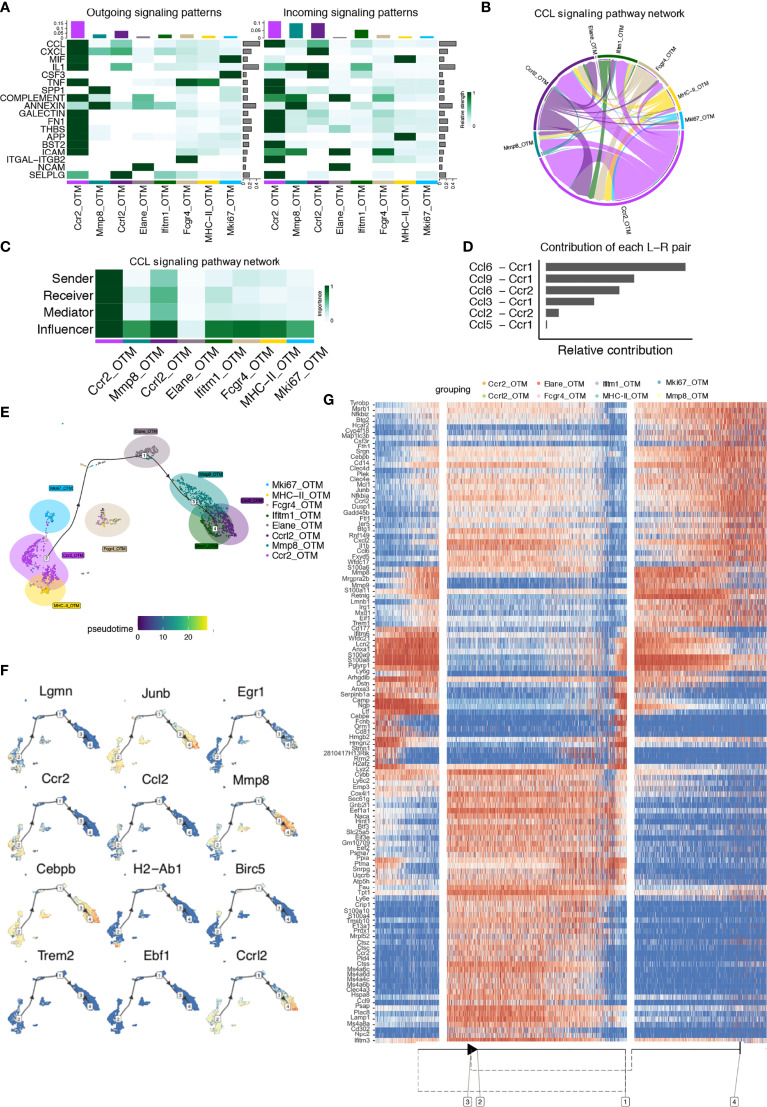
CellChat and Single-cell trajectories reveal cell communications and developmental relationships of macrophages after orthodontic force application. **(A)** Heatmap shows the relative strength of each signal pathway network for each cluster with both incoming and outgoing signaling patterns. **(B)** Inferred CCL Signaling pathway network of case clusters. **(C)** Heatmap of the CCL Signaling network displaying relative importance of each cell group ranked according to the computed four network centrality measures. **(D)** Relative contribution of each ligand-receptor pair as it affects the overall communication network of the CCL signaling pathway. **(E)** Differentially expressed genes between clusters were used to generate hypothetical developmental relationships using Dynverse. **(F)** Representative gene expression plotted as a function of pseudotime. **(G)** Heatmap of differentially expressed genes ordered based on their simple kinetics through pseudotime using Dynverse.

Trajectory analysis was conducted on these clusters. Similar to the steady-state, the *Ccr2_OTM* and *MHC-II_OTM* clusters also occupied at the original point of the branch (Phase 1), with 42% of total cells residing in this phase, a 2.6% decrease. 

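The Ccr2-like and MHC-II-like clusters of the OTM library held 704 of 1255 cells, a share of 56.1% (95% interval 53.3% to 58.9%). In the joint clustering, the Ccr2-like and MHC-II-like clusters held 39.7% of control cells and 50.8% of OTM cells, and together with the Fabp4-like and Trem2-like clusters 47.3% and 57.9%. With at least 200 genes per cell, Phase 1 as the paper groups its clusters held 46.9% of control cells and 43.4% of OTM cells, against 52.6% and 56.1% with the filter on genes per 1000 UMIs, so that the direction of the difference depended on the filter.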

The *Elane_OTM* cluster accounting for 13.9% of total cells from Phase 2 might arise from Phase 1, rising 2.6% compared to the steady-state, and the *Mki67_OTM* cluster and *Fcgr4_OTM* cluster seemed to be in the transition phase between phases 1 and 2. In addition, the *Mmp8*, *Ccrl2* and *Ifitm1* clusters occupied the end of the developmental stage (Phase 3), which accounted for 44.1%, with no significant difference compared to the steady-state. This analysis demonstrated that the abundance of macrophages increased in the proliferative states and decreased in the primary state after orthodontic force application (**Figure 5E**).

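The Elane-like cluster of the OTM library held 46 cells (95% interval 2.70% to 4.86%). The Mki67-like cluster, in the transition between phases 1 and 2, had a 95% interval of 4.44% to 7.08%, and no Fcgr4-like cluster was found. With at least 200 genes per cell, Phase 2 held 12.0% of the OTM cells and 16.8% of the control cells. The OTM share covers the Elane-like kind alone, and the control share the kinds that the paper lists for Phase 2 of that library.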

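The Mmp8-like and Ifitm1-like clusters of the OTM library, without a Ccrl2-like cluster, held 434 cells. Their joint share of cells equalled the share of neutrophil-like cells, since both clusters were neutrophil-like. The share of Phase 3 in the OTM library ranged from 11.5% with 2000 variable features to 39.1% with at least 200 genes per cell.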

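The clusters with genes of dividing cells (Mki67-like and Birc5-like in the control library, Mki67-like and Elane-like in the OTM library) held 9.70% (95% interval 8.55% to 10.9%) of control cells and 9.32% (7.77% to 11.1%) of OTM cells. These clusters leave out the Mpo-like cluster of the control library (36 cells), although all of its cells lay, like those of the Elane-like and Birc5-like clusters, in the joint clusters of the Mpo kind, and with it the control share was 11.2% (9.95% to 12.5%). Over all cells and without cluster names, the ratio of CPM, OTM over control, was 0.559 (95% interval 0.477 to 0.653) for Mki67, 0.503 (0.444 to 0.569) for Top2a, 0.499 (0.449 to 0.555) for Birc5 and 0.567 (0.519 to 0.619) for Ube2c. The filter removed 78.9% of granulocyte progenitor-like barcodes from the OTM library and 43.6% from the control library, so these ratios may depend on it. With at least 200 genes per cell, the clusters of dividing cells held 12.1% of control cells, or 14.8% with the Mpo-like cluster, and 17.5% of OTM cells. From the shares of the phases, the paper concludes that proliferative states became more abundant and the primary state less abundant after force application.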

Gene expression levels were plotted as a function of pseudotime in Dynverse to track changes across different macrophage states (**Figure 5F**). In contrast to steady-state clusters, the expression patterns of genes in the clusters after force application were different. 

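Across the Ccr2-like and MHC-II-like clusters of the OTM library, Il1b was at 8284 CPM (95% interval 8203 to 8366) against 3808 CPM (3738 to 3879) in the other OTM cells, and Ctss at 2592 CPM (2547 to 2638) against 848 CPM (816 to 882). Ccr2 was at 499 CPM (479 to 519) against 182 CPM (167 to 198) and Ccl9 at 1328 CPM (1296 to 1361) against 395 CPM (373 to 419), but these latter genes named the Ccr2-like clusters.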

*Ccr2, Il1b, Ctss, and Ccl9* expression peaked in Phase 1 and then dropped in Phase 2. Pathways that were enhanced in Phase 1 included ‘neutrophil degranulation’ and ‘cellular response to chemical stress’. The expression levels of the *Prtn3, Elane, and Ptma* genes were highest in Phase 2 and then decreased in the other phases. 

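In the Elane-like cluster, Elane was at 11188 CPM (95% interval 10819.8 to 11566) and at 41.7 CPM (37.2 to 46.6) in the other OTM cells, Prtn3 at 2941 CPM (2753 to 3138) and 208 CPM (198 to 219), and Ptma at 2546 CPM (2372 to 2729) and 1227 CPM (1202 to 1253). Ptma was highest in the Mki67-like cluster, at 4230.2 CPM.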

Its functions include the cell cycle and neutrophil degranulation. Genes such as *S100a8, Erg1, Mmp9*, and *Mmp8* were more evident in Phase 3. 

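In the OTM clusters of Phase 3, S100a8 was at 110164 CPM (95% interval 109691 to 110639) against 13544 CPM (13450.1 to 13638) in the other cells, and Egr1, read for the symbol Erg1, at 271 CPM (248 to 296) against 94.9 CPM (87.2 to 103). Mmp9 was at 572 CPM (539 to 608) against 25.4 CPM (21.5 to 29.8) and Mmp8 at 1958 CPM (1895 to 2022) against 513 CPM (495 to 532), and both named clusters of this phase.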

Its enriched functions were related to the inflammatory response and IL-8 production (**Figure 5G**).

### Macrophage Genes and Functions Switch After Force Application

The macrophage compositions under each condition were compared. After force application, 4 clusters emerged and 7 clusters disappeared. 

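The separately named clusters gave 11 names in the control library and 6 in the OTM library. Ccr2, Mmp8, MHC-II and Mki67 occurred in both, 7 names in the control library only and 2, Elane and Ifitm1, in the OTM library only. In the joint clustering, each of the 12 clusters held cells of both libraries, and the fewest in any cluster were 24 control cells and 7 OTM cells.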

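In the joint clustering, the MHC-II-like cluster was the largest in the control library, with 531 cells (21.7%, 95% interval 20.1% to 23.4%). The pair of Ccr2-like clusters held 439 control cells (18.0%, 16.5% to 19.5%) and 442 OTM cells (35.2%, 32.6% to 37.9%). In the OTM library, 1 of these clusters was the largest, with 362 cells (28.8%).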

The *Ccr2* cluster constituted the largest subpopulation in either the control or OTM conditions (**Figure 6A**). We compared macrophages between the two groups and selected unique and shared genes for further analyses. 

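Over all cells of the control and OTM libraries, Crip1 was at 2548 CPM and 1709 CPM, a ratio of 0.671 (95% interval 0.657 to 0.685). Ctss was at 1372 CPM and 1924 CPM, a ratio of 1.40 (1.37 to 1.43), and S100a4 at 848 CPM and 625 CPM, a ratio of 0.737 (0.712 to 0.763). For Ccl9 the levels were 520.5 CPM and 970.4 CPM (ratio 1.86, 1.80 to 1.93), and for Fn1 456 CPM and 573 CPM (ratio 1.26, 1.21 to 1.31). These ratios include the change in the make-up of the libraries.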

The shared genes highly expressed in the two groups included *Crip1*, *Ctss*, *S100a4*, *Ccl9*, and *Fn1*. The enriched functions included ‘multiple metabolic processes’, ‘protein translation’, and ‘biosynthetic process’. 

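S100a8 over all cells was at 59081 CPM and 36914 CPM in the control and OTM libraries, a ratio of 0.625 (95% interval 0.622 to 0.628), and S100a9 at 31720.4 CPM and 18473 CPM, a ratio of 0.582 (0.579 to 0.586). Ifit3, printed as Itif3 in the paper, had 284 UMIs in control cells and 54 in OTM cells, a ratio of 0.262 (0.192 to 0.351). Camp was at 10326 CPM and 3164 CPM, a ratio of 0.306 (0.302 to 0.311). The filter removed neutrophil-like barcodes, in which S100a8, S100a9 and Camp are abundant, at a higher rate from the OTM library.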

Genes highly expressed only in the control group included *S100a8*, *S100a9*, *Itif3* and *Camp*, with related pathways of ‘IL-17 signaling’, ‘neutrophil degranulation’, and ‘producing antimicrobial peptides’. In contrast, the unique genes in the OTM group included *Ddit3*, *Il1r2*, *Mmp9*, *Stfa2*, and *Stfa3*, with the distinguishing feature of ‘allergy’ and ‘endopeptidase regulation’, which revealed the activation of macrophages after OTM (**Figure 6B** and **Figure S4A**).

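Over all cells, Stfa2 was at 23.1 CPM and 159.6 CPM in the control and OTM libraries (ratio 6.91, 95% interval 6.02 to 7.95), Stfa3 at 32.3 CPM and 74.4 CPM (ratio 2.31, 2.01 to 2.64) and Il1r2 at 542 CPM and 1137 CPM (ratio 2.10, 2.03 to 2.17). Ddit3 was at 75.8 CPM and 35.3 CPM (ratio 0.466, 0.405 to 0.535) and Mmp9 at 268 CPM and 158 CPM (ratio 0.588, 0.550 to 0.629). With at least 200 genes per cell the log2 ratio of Mmp9 was 0.10. The median log2 ratio of the 5 genes, 1.07, moved most when log-normalized expression per cell was averaged, to 0.21. From these genes and their enriched functions, the paper concludes that macrophages were activated after OTM.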

**Figure 6:**
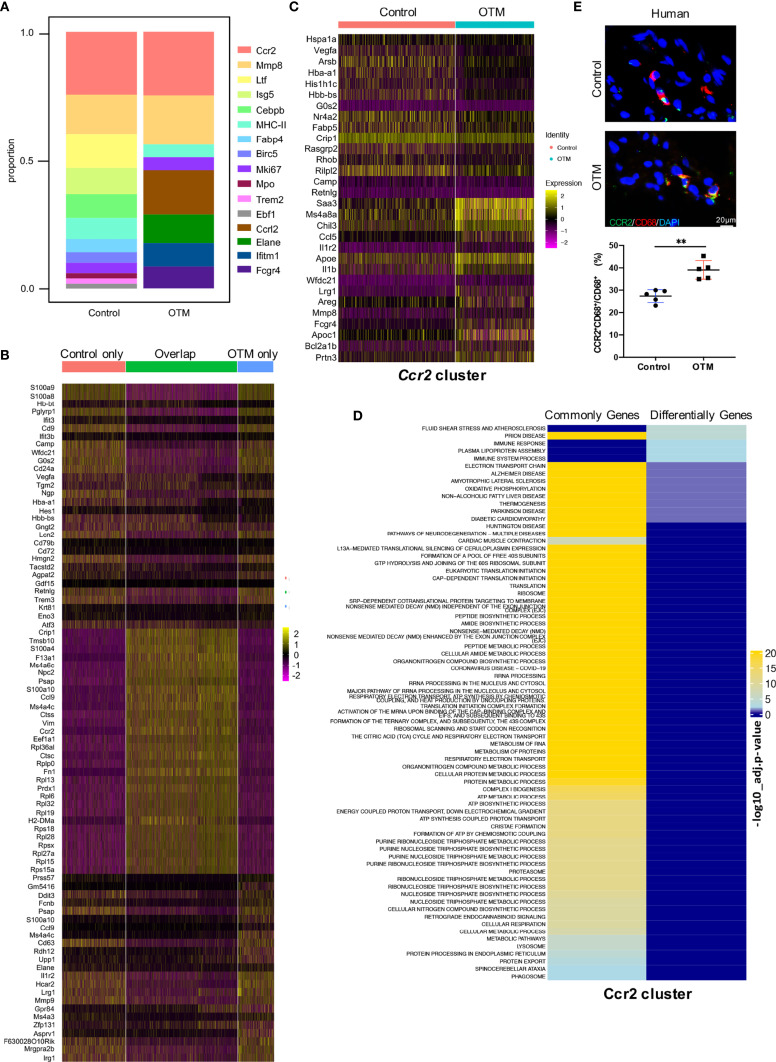
High-dimensional analyses reveal both unique and shared macrophage genes and functions after force application. **(A)** Bar chart of the relative proportions of clusters from two groups. **(B)** Heatmap of the top 30 differentially expressed genes in control only, OTM only, and overlapping populations. **(C)** Heatmap of the top 15 differentially expressed genes in *Ccr2* cluster between two groups. **(D)** Pathway analysis (gProfiler) of commonly and differentially expressed genes in *Ccr2* cluster. **(E)** Representative immunofluorescence staining and quantification of CD68^+^CCR2^+^ macrophages in the human periodontal tissue. Scale bar = 20μm. Values are mean ± SD. n = 5. **P < 0.01.

Four common clusters were defined in both groups, *Ccr2, Mmp8*, *MHC-II* and *Mki67* and differentially expressed genes in the four clusters were identified. 

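In Ccr2-like cells, the ratio of CPM, OTM over control, was 6.82 (95% interval 5.68 to 8.24) for Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518), from 132 control and 1007 OTM UMIs. For Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) it was 4.41 (4.29 to 4.53), with levels of 1918 and 8451 CPM. Mmp8 rose from 209.7 to 656 CPM, a ratio of 3.13 (2.88 to 3.40). The libraries differed in their Ccr2-like clusters, so control clusters 0, 7 and 8 were each compared with OTM clusters 0 and 2, and the ratio was above 1 in 6 of 6 pairs for Ccl5 (1.73 to 50.9), Il1b (2.71 to 11.9) and Mmp8 (1.67 to 7.78). Mmp8 is abundant in neutrophils, and of 11 other abundant neutrophil transcripts 8 were lower and 3 higher in the Ccr2-like cells of the OTM library. Ccr2 itself had a ratio of 0.967 (0.908 to 1.03). Among genes with at least 200 UMIs, Saa3 had a ratio of 22.0 (21.0 to 23.0) and Lrg1 of 12.6 (11.0 to 14.4). Arsb (0.163, 0.117 to 0.223) and Vegfa (0.165, 0.119 to 0.225) were among the genes with the smallest ratios, as were Hspa1a (0.167, 0.118 to 0.232) and the hemoglobin genes Hba-a1 (0.200, 0.159 to 0.249) and Hbb-bt (0.192, 0.131 to 0.274). For Hspa1a the whole interval lay below 1 in 3 of 6 pairs. Its only ratio above 1 was 1.32 (0.738 to 2.34), for control cluster 0 and OTM cluster 2. The median log2 ratio of Ccl5, Il1b and Mmp8, 2.14, moved most when the cells were clustered without the naming genes, to 2.92.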

Genes in the *Ccr2* cluster, including *Ccl5, Il-1b* and *Mmp8*, were involved in the inflammation process, and their expression levels significantly increased after force application (**Figure 6C**). 

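A list of 22 antigen presentation genes, 21 of them with at least 10 UMIs, had a median log2 ratio, OTM over control, of -0.48 (95% interval -0.77 to 0.00) in the MHC-II-like clusters. Of these genes 6 were higher in the OTM library, and the median lay at percentile 0 of 10000 random lists with matched levels. Intervals of list medians show the spread over genes, taken as independent, and not counting error. H2-Aa was at 8044 CPM in the control and 6177 CPM in the OTM cluster (ratio 0.768, 0.743 to 0.793), and Cd74 at 22773 and 16289.8 CPM (ratio 0.715, 0.701 to 0.730). The ratios of H2-Ab1, H2-Eb1 and H2-DMb1 were 0.585 (0.564 to 0.606), 0.452 (0.420 to 0.487) and 0.678 (0.603 to 0.761). These class II genes also named the clusters. The median was lowest without the naming genes, -1.44, in a comparison with 29 control cells. It was below 0 in the 13 alternatives run, but its percentile rose as high as 48.8, without regression, and to 25.6 in the joint clustering, where the list was thus not apart from random lists.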

There were more genes associated with antigen presentation expressed in the *MHC-II* cluster after OTM. 

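Ngp (ENSMUSG00000032484) on chromosome 9 from 110419747 to 110423012, Ltf (ENSMUSG00000032496) on chromosome 9 from 111019271 to 111042767 and Camp (ENSMUSG00000038357) on chromosome 9 from 109847379 to 109849617 of GRCm38 encode proteins of neutrophil granules. In the Mmp8-like clusters, cluster 3 of each library, Ngp rose from 6032 to 16147 CPM, a ratio of 2.68 (95% interval 2.59 to 2.76). Ltf rose from 545 to 2010.2 CPM (3.69, 3.33 to 4.10) and Camp from 3438 to 9334 CPM (2.72, 2.60 to 2.83). The control library also had an Ltf-like cluster, and with it pooled the ratios were 0.709 (0.697 to 0.722) for Ngp, 0.465 (0.444 to 0.488) for Ltf and 0.384 (0.376 to 0.393) for Camp. Over all neutrophil-like clusters they were 0.427 (0.421 to 0.434), 0.285 (0.272 to 0.298) and 0.196 (0.192 to 0.200). Both of these comparisons were chosen after seeing the data. In the joint Mmp8-like cluster, a comparison set beforehand, the ratios were 0.753 (0.739 to 0.768), 0.387 (0.365 to 0.410) and 0.317 (0.309 to 0.326).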

The *Mmp8* cluster in the OTM has high expression levels of *Ngp*, *Ltf* and *Camp*, which were the characteristic genes related to inflammation response. 

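In the Mki67-like clusters, cluster 5 of each library, Acp5 (ENSMUSG00000001348, chromosome 9, 22126727 to 22135711) had 3 UMIs in 155 control cells and 11 in 71 OTM cells, a ratio of CPM of 6.06 (95% interval 1.60 to 33.8). With so few counts the size of this ratio is known only within that interval. Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) had 113 and 527 UMIs, a ratio of 7.71 (6.28 to 9.53). A list of 17 osteoclast differentiation genes, which holds both, had a median log2 ratio of -0.32 (-1.96 to 2.44) over the 10 with at least 10 UMIs, of which 3 were higher in the OTM library, at percentile 1.64 of random lists. Averaging log-normalized expression per cell lowered the log2 ratios most, to 0.11 for Acp5 and 0.89 for Cxcl1.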

The osteoclast differentiation-related genes *Acp5* and *Cxcl1* were highly expressed in the *Mki67* cluster after OTM, suggesting a possible effect on regulating bone remodeling (**Figures S5A–C**). Function enrichment analysis of the commonly and differentially expressed genes before and after force application in the *four* clusters was performed. In the *Ccr2* cluster, the functions of differentially expressed genes were related to fluid shear stress and the immune response. In contrast, the functions of commonly expressed genes were focused on ribosomes, metabolic processes, and biosynthetic processes. In the *Mmp8* cluster, the differentially expressed genes were related to translation, the cell cycle, and protection against neuronal diseases. In contrast, commonly expressed genes were focused on neutrophil granulation, cytoskeletal organization, etc. The *MHC-II* cluster consisted of differentially expressed genes with enhanced functions related to the inflammatory response, stress response, and chemokine signaling. Moreover, the *Mki67* cluster had fewer differentially activated pathways, mainly grouped into oxygen transport and rheumatoid arthritis immunity (**Figure 6D** and **Figures S6A–C**). The above results further confirmed that the *Ccr2* cluster played a key role during OTM, consistent with the above suspicion. In human periodontal tissues, we conducted IF staining to detect the *Ccr2* cluster. IF staining also demonstrated that CCR2^+^CD68^+^ macrophages were increased after force application, highlighting its relevance and significance in humans (**Figure 6E**).

### The CCR2^+^ Macrophage Cluster Promotes OTM in a CCL2/CCR2/p65 Axis-Dependent Manner

To further explore the underlying mechanism of the CCR2^+^ macrophage cluster during OTM, we stimulated macrophages with CCL2 or LPS. Expression of *Nos2* mRNA increased after CCL2 or LPS treatment, which confirmed a pro-inflammatory role of the CCR2/CCL2 axis in macrophages (**Figure 7A**). IF staining confirmed the significant upregulation of iNOS in macrophages treated with CCL2 or LPS (**Figure 7B**). Further, the administration of RS504393, a selective CCR2 antagonist (22), demonstrated that blocking CCR2 could inhibit the pro-inflammatory effects induced by LPS. The mRNA analysis further showed a decrease of pro-inflammatory cytokines (*Il1β*, *Nos2*, and *Il6*) and increased reparative cytokines (*Il10* and *Cd206*) after incubation of RS504393 (**Figure 7C**). Next, we used *Ccr2*-siRNA to downregulate the expression level of *Ccr2* in macrophages. The expression levels of the pro-inflammatory macrophage markers *Il1β*, *Nos2*, and *Il6* were increased by CCL2 treatment and then decreased due to the silencing of *Ccr2* (**Figures 7D, E**). In contrast, the expression levels of the anti-inflammatory macrophage markers *Il10*, *Cd206* and *Chil3* were not significantly different (**Figure 7F**). Collectively, these findings suggest that CCR2 is involved in macrophage inflammatory functions, promoting the expression of pro-inflammatory cytokines.

**Figure 7:**
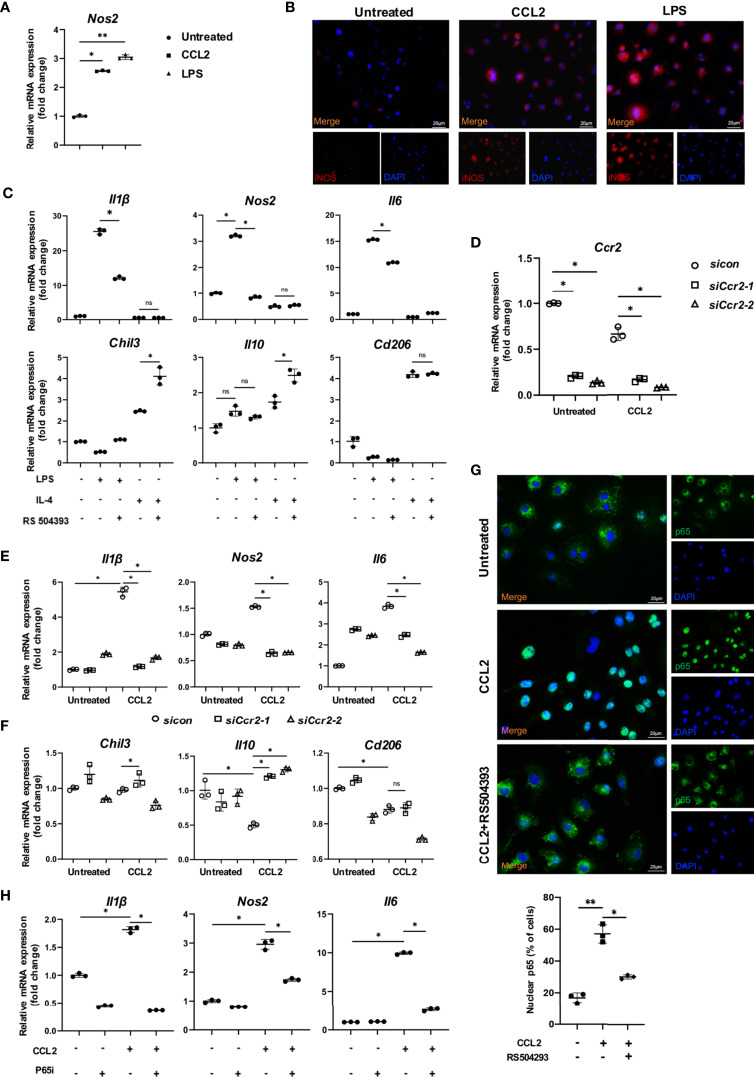
CCR2/CCL2 axis promoted pro-inflammatory macrophages through the phosphorylation of p65. **(A)** Relative mRNA expression of *Nos2* in untreated, CCL2 treated and LPS treated macrophages. Data is from 3 independent experiments. Values are mean ± SD. *P < 0.05. **P <0.01. **(B)** Representative immunofluorescence staining of iNOS in untreated, CCL2 treated and LPS treated macrophages. **(C)** Relative mRNA expression of inflammatory factors in macrophages treated with LPS or IL-4, and RS504393. Data is from 3 independent experiments. Values are mean ± SD. *P < 0.05. ns, no significance. **(D)** Relative mRNA expression of *Ccr2* in macrophages treated with CCL2 or not, and with *Ccr2* siRNA. Data is from 3 independent experiments. Values are mean ± SD. *P < 0.05. **(E, F)** Relative mRNA expression of pro-inflammatory **(E)** and anti-inflammatory factors **(F)** in macrophages treated with CCL2 or not, and with *Ccr2* siRNA. Data is from 3 independent experiments. Values are mean ± SD. *P < 0.05. ns, no significance. **(G)** Representative immunofluorescence staining of p65 in macrophages in untreated, treated with CCL2, and CCL2+RS504393. Data is from 3 independent experiments. Values are mean ± SD. *P < 0.05. **P <0.01. **(H)** Relative mRNA expression of inflammatory factors *Il6*, *Il1β* and *nos2* treated with CCL2 or p65 inhibitor. Data is from 3 independent experiments. Values are mean ± SD. *P < 0.05, ns, no significance.

Next, to explore the mechanisms by which CCR2 promotes pro-inflammatory polarization, GSEA was performed in the *Ccr2* cluster between the control and OTM groups. 

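The paper's gene sets were not at hand, so a list of 59 chemokine, cytokine and receptor genes was written beforehand. In the Ccr2-like cells, the 53 of them with at least 10 UMIs had a median log2 ratio, OTM over control, of 0.07 (95% interval -0.11 to 0.37), with 31 higher in the OTM library. The median lay at percentile 99.6 of random lists, whose middle value was -0.11. Over the 6 pairs of Ccr2-like clusters, the median ranged from -0.06 to 0.35 and its percentile from 73.64 to 100. Over the alternatives the percentile ranged from 84.65 to 99.98. The mean of the list, 0.26, was the alternative farthest from the median, and at resolution 0.3 (-0.03) and with 2000 variable features (-0.02) the median was below 0.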

The *Ccr2* cluster revealed enhanced effects of the cytokine-cytokine receptor interaction and chemokine signaling pathway after OTM, consistent with our previous results (**Figures S7A, B**). Moreover, the NF-κB pathway and inflammatory response were the top two pathways activated during OTM (**Figures S7C, D**). 

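A list of 52 NF-κB target and pathway genes, 51 of them with at least 10 UMIs in Ccr2-like cells, had a median log2 ratio of 0.49 (95% interval 0.30 to 0.83), with 41 genes higher in the OTM library. For 50 inflammatory response genes the median was 0.70 (0.16 to 1.10), with 39 of 49 higher. Both medians lay at percentile 100 of 10000 random lists with matched levels. Over the 6 pairs of Ccr2-like clusters, the medians were between 0.48 and 1.16 for NF-κB and between 0.50 and 1.16 for the inflammatory response. The lists also rose outside the Ccr2-like clusters, to medians of 0.98 and 0.83 in neutrophil-like cells and 0.31 and 0.43 in the remaining cells. Clustering without the naming genes moved the NF-κB median most, to 1.21. From the enrichment of these pathways, the paper states that they were the most activated in the Ccr2 cluster during OTM.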

The transcription factor NF-κB plays central role in immune and inflammatory responses, bone development, and disease. The most common NF-κB prototype is the heterodimer of p65 and p50, with p65 as the major subunit (23). To delineate the role of CCR2 in modulating the NF-κB pathway in macrophages, we examined p65 expression in macrophages treated with CCL2 or RS504393. CCL2 significantly increased p65 accumulation in the nucleus, whereas RS504393 significantly reduced this activation (**Figure 7G**). Relative mRNA expression of the pro-inflammatory macrophage markers *Il1β*, *Nos2*, and *Il6* were upregulated by CCL2 treatment. This upregulation was reversed by p65 inhibitor treatment together with CCL2 (**Figure 7H**). Western blot analysis also proved that CCR2 activation could induce p65 phosphorylation in macrophages (**Figure 8A**), and CCR2 blockade with the inhibitor RS504393 could reduce the activation of p65 (**Figure 8B**). Moreover, CCR2 knockdown leads to a significant reduction of p65 phosphorylation without expression change of p65 under the stimulation of CCL2, which is consistent with the results above (**Figures 8C, D**). These findings indicate a CCR2 mediated macrophages pro-inflammatory function transition through phosphorylation of p65.

**Figure 8:**
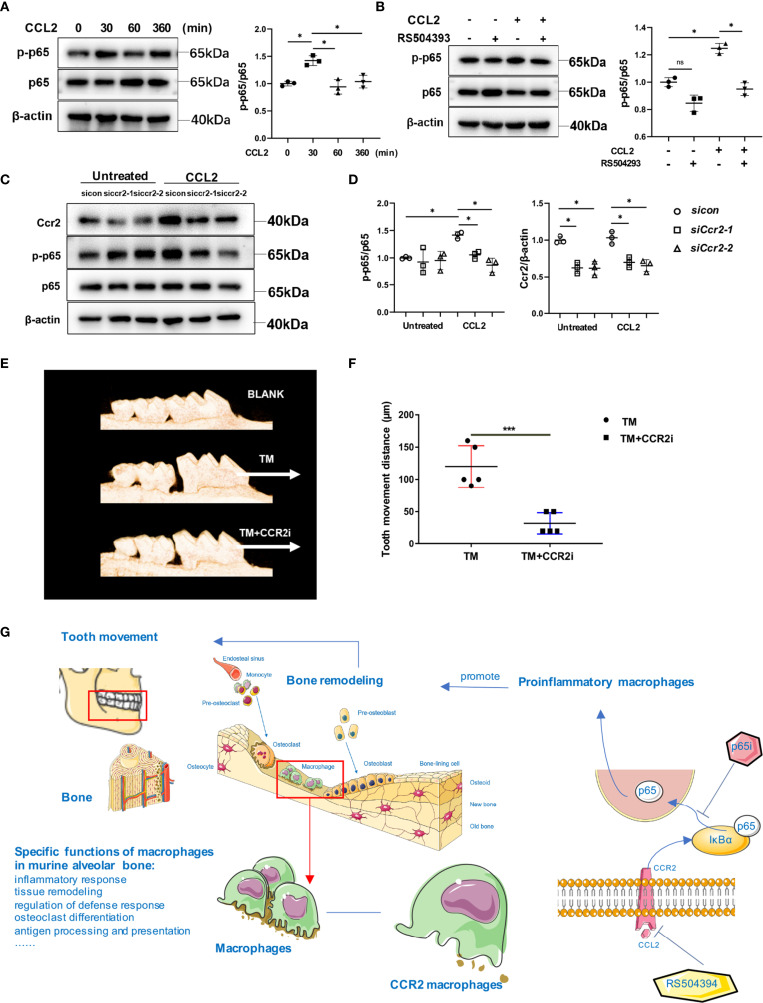
CCL2 treatment promoted the phosphorylation of p65 in macrophages. **(A)** Western blot analysis of p-p65 and p65 expression in macrophages treated with CCL2 for 0, 30, 60 and 360 minutes. Data is from 3 independent experiments. Densitometric quantitation with Image J. Values are mean ± SD. *P < 0.05. **(B)** Western blot analysis of p-p65 and p65 expression in macrophages treated with CCL2 and RS504393. Data is from 3 independent experiments. Densitometric quantitation with Image J. Values are mean ± SD. *P < 0.05. ns, no significance. **(C, D)** Western bolt analysis of p-p65 and p65 expression in macrophages treated with CCL2 or not, and with *Ccr2* siRNA. Data is from 3 independent experiments. Densitometric quantitation with Image J. Values are mean ± SD. *P < 0.05. **(E, F)** The distance of OTM in TM and TM+CCR2i group and representative 3D micro-CT reconstruction. White arrow: direction of force and tooth movement. Values are mean ± SD. n = 5. ***P < 0.001. **(G)** Graphic abstract of this study.

Subsequently, we confirmed the central role of the *Ccr2* cluster by continuously injecting peritoneally RS504393 into mice during OTM. RS504393 was injected into OTM mice based on a previous study, and no significant side effects were found during OTM in our study (11). There was a significant decrease in OTM distance after CCR2 inhibitor administration (**Figures 8E, F**). These results suggest that the *Ccr2* cluster is a virtual macrophage cluster for mechanical force-induced tooth movement and bone remodeling.

## Discussion

In this study, we used scRNA-seq combined with advanced bioinformatics analysis to evaluate macrophage heterogeneity under steady-state conditions and during OTM in alveolar bone tissues. The results indicate that macrophages in the murine alveolar bone can be categorized into different clusters with specific functions. We defined bone tissue-resident macrophages by functional analysis and gene expression characterization of all the clusters. CellChat analysis revealed that the CCL signaling pathway exhibited the most prominent signaling patterns in the *Ccr2* cluster. Comparison of the gene expression profiles and functions of *Ccr2* clusters before and after OTM revealed a significant increase of expression of inflammatory markers after OTM. Furthermore, we showed that the CCR2/CCL2 axis plays a crucial role in CCR2^+^ macrophages. Depletion of CCR2 led to OTM inhibition. Blocking CCR2 with a specific inhibitor or silencing CCR2 led to a decrease in pro-inflammatory factor expression, which was mediated by phosphorylation of p65 and activation of NF-κB (**Figure 8G**). By exploring the immunological mechanisms involved in tooth movement, individual treatment based on physiological characteristics may be applied to adjust and control the movement during orthodontic treatment; immunoreaction-induced pain during treatment may be alleviated by targeting specific pathways or mediators.

Both innate immunity and adaptive immunity coordinate govern bone absorption and reconstruction (24). However, excessive inflammation is implicated in bone injury and remodeling. Immunomodulatory approaches targeting specific cell types or factors may help the timely resolution of inflammation and modulate bone remodeling. Bone marrow macrophages are involved in removing apoptotic cells, particularly apoptotic osteoblasts, through a process named efferocytosis (25). This phagocytic process plays an essential role in bone tissue homeostasis under disease conditions and during new bone formation. Recent findings revealed that successful fracture healing is governed by carefully coordinated crosstalk between inflammatory and bone-forming cells, particularly macrophages and mesenchymal stem cells (MSCs) (26). Vi et al. verified that rejuvenation of bone repair in mice was orchestrated by macrophage cell secretion (27). Macrophage-derived paracrine signaling molecules such as oncostatin M, prostaglandin E2 (PGE2), and bone morphogenetic protein-2 (BMP2) have been proved to have critical roles in modulating bone remodeling (28, 29). Overall, although the essential roles of macrophages during bone formation and the healing process are observed, the mechanisms remain unclear. The conventionally defined distinct subsets, classically and alternatively activated macrophages, are insufficient to meet the demands of detailed mechanistic explorations. The recent emergence of single-cell technology provided a practical approach to elucidate previously hidden information among individual cells by isolating cells directly from human or animal tissues. By scRNA-seq analysis, we identified different clusters of macrophages with specific functions in murine alveolar bone for the first time. This approach enables in-depth investigation of macrophage involvement in bone tissue in steady-state conditions and after force applications. However, OTM is a long process with dynamic changes in macrophage in quantity and heterogeneity. While the current study focused on 7-day movement in mice, multiple time points of tooth movement should be examined in the future.

The prevailing dogma is that all macrophages originate from circulating monocytes. Recently, this theory has been challenged by lineage tracing studies, which proved that many tissue-resident macrophages arise from embryonic precursors (30). The collaboration between infiltrating and resident macrophages has been proven to contribute to optimal fracture healing (31). Resident macrophages in osteal tissues have been characterized in several studies with F4/80^+^Mac-2^−/low^ cells that reside within three cell diameters of a bone surface proved to be an integral component of bone tissue (31, 32). Simultaneously, they play a novel role in bone homeostasis by regulating osteoblast function. Nevertheless, the detailed features and functions of bone resident macrophages remain unclear. Here, we identified a cluster of macrophages with relatively high *Trem2, Pf4*, and *Vcam-1* genes expression as bone-resident macrophages. Triggering receptors expressed on myeloid cells 2 (*Trem2*) could regulate osteoclast differentiation *via* intercellular ROS signals during periodontitis (18). It is also considered a marker of resident macrophages in atherosclerosis. Platelet factor 4 (*Pf4*), which has been regarded as specific for megakaryocytes and platelets, is also highly expressed in the main population of vascular resident macrophages (33). Vascular cell adhesion protein-1 (*Vcam*-1), a factor that macrophages can express in steady-state, is essential for HSC retention. Macrophages present in erythroblasts islands were described as vital for HSC maintenance and considered BHSC niche macrophages (7). Therefore, it is reasonable to assume that this cluster is resident, whereas our identification of bone-resident macrophages may need further confirmation.

Here, we revealed the essential role of the *Ccr2* cluster in bone injury through scRNA-seq analysis. Both in the steady-state and OTM conditions, CCR2^+^ macrophages accounted for the largest proportion of all macrophages, with metabolic process functions, cell killing, and response to stimulus. More functions were activated after force application in this cluster, such as inflammatory response, cellular response to interleukin-1, response to wounding, etc. In fracture models, healing is delayed at injury sites due to the loss of CCR2-dependent monocyte recruitment (34). Furthermore, impaired callus formation was observed after treatment with CCR2 small molecule inhibitors in fracture models (35). In contrast, Batoon et al. considered that no difference in bone repair efficiency in CCR2-deficient mice compared to controls when assessing the healing of stabilized tibial injury, and the density of F4/80^+^ macrophages and the quantity of regenerating bone tissue at the injury site are not compromised by CCR2 deficiency (36). We investigated the role of CCR2 in the bone remodeling process during OTM with the pharmacological blockade of CCR2 signaling, RS504393, a CCR2 antagonist that has been shown to specifically inhibit CCL2/CCR2 interactions, which significantly decreased the OTM distance at 7 days. Our result suggested the necessity of monocyte-derived macrophages in the bone remodeling process during OTM. Repeated administration of RS504393 reduced the mRNA and/or protein levels of factors such as IL-1β, IL-18, IL-6, and iNOS and enhanced opioid analgesic potency (37). Moreover, no significant toxic effects were found in mice during the administration of RS-504393. Recruited macrophages are not required or at least are not recruited *via* a CCR2-dependent mechanism in some bone injury models. However, in OTM, monocyte-derived macrophages are of great importance, dominating both quantity and function (23). By exploring the heterogeneity of macrophages in OTM, the roles played by individual macrophage clusters might give insights into manipulating OTM rate through modulating immune function.

In conclusion, in this study we identified macrophage characteristics and biological functions at the transcriptome level during OTM through scRNA-seq. We revealed that CCR2^+^ macrophage cluster could regulate local microenvironment in both mice and humans. Our results indicated that the CCR2^+^ macrophage cluster might serve as a potential therapeutic target to accelerate OTM and shorten the treatment period. These findings provide a valuable means of understanding molecular mechanisms during OTM and may contribute to the development of the orthodontic treatment.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE186185.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Research Committee of the Affiliated Stomatological Hospital of Nanjing Medical University. Written informed consent to participate in this study was provided by the participants’ legal guardian/next of kin. The animal study was reviewed and approved by the Committee of Nanjing Medical University for Animal Resources. Written informed consent was obtained from the individual(s) for the publication of any potentially identifiable images or data included in this article.

## Author Contributions

HX and SZ designed the study and performed the experiments. Data collection and manuscript writing were done by HX. AS, HX, ZJ, and JG carried out statistical analysis and interpretation of the results. CX, HZ, and BY conceived and supervised the whole project. All authors read and approved the final manuscript.

## Funding

This study was supported by the National Natural Science Foundation of China (82071143 and 81571005) and the Key Medical Research Projects of Jiangsu Health Commission (ZDA2020003). We thank to the Priority Academic Program Development of Jiangsu Higher Education Institutions (PAPD, 2018‐87) and the Postgraduate Research & Practice Innovation Program of Jiangsu Province (KYCX20_1439).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: CCR2+ Macrophages Promote Orthodontic Tooth Movement and Alveolar Bone Remodeling
**Source:** Front Immunol. 2022 Feb 4;13:835986. doi: 10.3389/fimmu.2022.835986
**Supplement:** Supplementary file 2

**Supplementary Table 1**

Control

| **Macrophage Cluster** | **proportion** | **Marker Genes** | **Major Function** |
| --- | --- | --- | --- |
| Cluster0= Ccr2 | 4.5% | *Ccr2, Ccl2, S100a4,* and *Fn1* | 'regulation of translation', 'myeloid cell homeostasis', 'cell killing', and 'cellular response to interleukin-1' |
| Cluster1= Mmp8 | 24.3% | *Retnlg, Mmp8* and *Mmp9* | 'neutrophil degranulation', 'leukocyte migration', and 'inflammatory response' |
| Cluster2= Ltf | 8.7% | *Ltf, Camp, Spp1,* and *Lcn2* | ‘neutrophil degranulation’, ‘leukocyte migration’, inflammatory response’ |
| Cluster3= Isg15 | 2.0% | *Isg15, Slfn4, Slfn1,* and *Ifit3* | regulation of defense response', 'defense response to virus', and 'response to interferon-beta' |
| Cluster4= Cebpb | 5.4% | *Il1b, Csf3r, Egr1, Ccrl2,* and *Cebpb* | 'inflammatory response', 'myeloid leukocyte migration', and 'response to IL-1' |
| Cluster5= MHC-II | 9.9% | *H2-Aa, Cd74, H2-Ab1, H2-Eb1,* and *H2-DMb1* | ‘antigen processing and presentation' and 'inflammatory response' |
| Cluster6= Fabp4 | 13.3% | *Fabp4, Apoe, Fcgr4, and Ace* | ‘fat cell differentiation', 'inflammatory response', and 'tissue remodeling' |
| Cluster7= Birc5 | 7.8% | *Ube2c, Stmn1, Birc5, Ltf*, and *Serpinb1a* | ‘cell cycle (mitosis)’ and ‘DNA packaging’ |
| Cluster8= Mik67 | 4.5% | *Stmn1, Ube2c, Birc5, Tubb5,* and *Top2a* | ‘cell cycle’, ‘response to DNA damage stimulus’ |
| Cluster9= Mpo | 15.3% | *Elane, Mpo, Prtn3, Ctsg and Nkg7* | ‘nucleoside triphosphate metabolism' and 'Interleukin-8 production' |
| Cluster10= Trem2 | 2.3% | *C1qa, Trem2, Pf4, Vcam-1 and Atp6vod2* | ‘osteoclasts differentiation’ |
| Cluster11= Ebf1 | 2.2% | *Ebf1, Cd79a, Cd79b* | ‘B cell proliferation' and 'lymphocyte differentiation' |

OTM

| **Macrophage Cluster** | **proportion** | **Marker Genes** | **Major Function** |
| --- | --- | --- | --- |
| Cluster 0= Ccr2 | 25.3% | *Ccr2, Ccl9* and *Fn1* | 'regulation of translation', 'myeloid cell homeostasis', 'cell killing', and 'cellular response to interleukin-1' |
| Cluster 1= Mmp8 | 16.7% | *Mmp9, Mmp8, Ly6g, Ltf,* and *Spp1* | ‘inflammatory response’ and ‘leukocyte migration’ |
| Cluster 2= Ccrl2 | 10.8% | *Ccrl2, Cxcr2, Cs43r,* and *Egr1* | ‘inflammatory response', ‘cytoplasmic translation’ and ‘bone resorption’ |
| Cluster 3= Elane | 9.2% | *Hmgn2, Ube2c, Tubb5, Ltf* and *Camp* | ‘cell cycle’, ‘DNA replication’, and ‘nucleotide metabolic process’ |
| Cluster 4= Ifitm1 | 9.4% | *Stfa2,* *Gm5483* *Asprv1, Ifitm1,* and *Mmp9* | ’classic inflammatory pathways, including inflammatory response and leukocyte migration |
| Cluster 5= Fcgr4 | 5% | *Cd83, Rgs1, Fcgr4* and *Apoe* | ‘response to external stimulus’ and ‘antigen processing and presentation’ |
| Cluster 6= MHC-II | 4.9% | *Cd74, H2-Aa, H2-Ab1,* and *H2-Eb1* | ‘antigen processing and presentation’ |
| Cluster 7= Mki67 | 18.6% | *Lgals1, Tmsb10, Tubb5,* and *Tubb1b* | ‘cell response to stimulus', 'proliferation-related', 'translational-ribosomal pathways' |

**Supplementary Table 2**

| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| *Gapdh* | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA |
| *Il1β* | TCCAGGATGAGGACATGAGCAC | GAACGTCACACACCAGCAGGTTA |
| *Il6* | CCACTTCACAAGTCGGAGGCTTA | GCAAGTGCATCATCGTTGTTCATAC |
| *Tnfα* | GTTCTATGGCCCAGACCCTCAC | GGCACCACTAGTTGGTTGTCTTTG |
| *Il10* | GCCCTTTGCTATGGTGTCCTTTC | TCCCTGGTTTCTCTTCCCAAGAC |
| *Nos2* | CAGCTGGGCTGTACAAACCTT | ATGTGATGTTTGCTTCGGACA |
| *Chil3* | TACTCACTTCCACAGGAGCAGG | CTCCAGTGTAGCCATCCTTAGG |
| *Cd206* | CTCTGTTCAGCTATTGGACGC | CGGAATTTCTGGGATTCAGCTTC |
| *Ccr2* | TAGTTGCCCTGTATCTCCGC | TGGGGAAATGCGTCCTTGTT |

How the deposited data were processed for this re-analysis (not part of the article)

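Data for this summary were 2 libraries of droplet RNA sequencing of sorted F4/80+CD11b+ cells from the alveolar bone of 8-week-old mice, 1 without force (control) and 1 after 7 days of force (OTM). The authors aligned the reads to mm10 with Cell Ranger 3.0.0 and deposited the resulting counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization. The tables held 2863 control and 2058 OTM barcodes. No reads were realigned, and immunoglobulin genes were not in the tables. Genes were placed by Ensembl identifier in GENCODE vM21 on GRCm38.

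A barcode was kept with at least 200 genes per 1000 UMIs and at most 5% of UMIs from mitochondrial genes, and a gene was kept when found in more than 3 kept cells. The wording of the methods was read literally for this minimum of genes, and it could also stand for at least 200 genes per cell, the alternative that kept 2835 control and 2052 OTM cells. This left 2444 control cells with 10728381 UMIs and 1255 OTM cells with 7787159 UMIs. Each library was clustered alone with Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3) by LogNormalize to 10000, variable features from the mean variability plot, regression on UMI number and mitochondrial share, 12 (control) and 8 (OTM) principal components, 20 nearest neighbours, resolution 0.6 and seed 42. A cluster took the name of the paper's cluster whose listed genes had the highest mean z-score in it, from log2 levels with 10 CPM added and scaled over clusters. It stayed unnamed when fewer than 3 of those genes were found in at least 5% of its cells, or when its 10 leading genes (found in at least 25% of its cells and at 50 CPM or more) held at least 2 more genes of another name. A cluster of far shallower droplets than the library, with no listed gene among those 10, was not named either. The lists were set before the clustering, and these thresholds were chosen with the data at hand. For Ccr2, Mmp8 and MHC-II, 1 list served both libraries. That of Mmp8 was Retnlg, Mmp8, Mmp9 and Ly6g, without the Ltf and Spp1 that the paper gives for the OTM cluster. Mki67 itself was added to the lists of the Mki67 clusters. Phases were the groups of named clusters that the paper lists, and not a pseudotime.

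Sums, intervals and lists were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Levels are CPM from UMIs summed over the cells of a group, and ratios, OTM over control, have exact conditional binomial 95% intervals, with 0.5 UMIs added before a log2 ratio. Shares of cells have Clopper-Pearson intervals. All of these cover counting error only. Since each condition had 1 library and cells are not replicates, no p-value was computed and no changed genes were counted. The 5 comparisons were over all, Ccr2-like, Mmp8-like, MHC-II-like and Mki67-like cells. In them, 5339, 3128, 962, 1274 and 1414 genes had at least 200 UMIs. The genes named are those that the paper names in its results for a cluster, phase or comparison, and for each comparison the 5 with the largest and the 5 with the smallest ratio among genes with at least 200 UMIs. Others were named, without a fixed rule, to describe a cluster (some of its leading genes, or genes known for a cell type such as Csf1r and Ctsk) or to test a technical explanation. TMM scaling by edgeR 4.0.16, used as an alternative and without its tests, shifted log2 ratios by 0.13 over all cells, by 0.17 in the Ccr2-like cells and by -0.26 in the pooled Mmp8-like and Ltf-like cells.

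For 9 lists of genes, written by hand because MSigDB was not available, the median log2 ratio over genes with at least 10 UMIs was placed among 10000 random lists drawn from the 50 genes nearest in level to each. The lists were NF-κB, inflammatory response, chemokine and cytokine receptor, dissociation and stress, abundant neutrophil transcripts, hemoglobin, antigen presentation, osteoclast differentiation and interferon response. The interval of a list median was taken from the ordered ratios of its genes. It treats the genes as independent and shows their spread, not counting error. The comparison of Ccr2-like cells was tested on simulated data with 200 changed genes, of which 200 came back in the right direction, and 92.0% of the changed and 94.9% of the unchanged genes had their true ratio in the interval. A list of 40 genes that were all set higher was at percentile 100.0 and a list of 40 unchanged genes at percentile 16.8. Only counting error was simulated, without variation between cells, clusters or libraries. The recovery thus checks the arithmetic and tells nothing about such variation.

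CellChat and Dynverse were not available. Scores of 6 CCL pairs were computed in the form that CellChat uses, from the trimean of log-normalized expression with a constant of 0.5, without its permutation test. Enrichment by Metascape and the p-values of the paper were left out. The filters, the clustering, the comparisons and their alternatives were set before the data were examined, except for the naming thresholds and for 3 alternatives named in the closing section. The alternatives were filters of at least 200 genes per cell with and without at least 1000 UMIs, resolutions 0.3 and 1.0, 20 principal components, no regression, 2000 variable features by vst, removal of doublets called by Scrublet in scanpy 1.11.5 (5 control and 12 OTM cells), clustering without the naming genes, and joint clustering after canonical correlation analysis with 20 dimensions. Others were totals without hemoglobin, ribosomal protein and mitochondrial genes, log-normalized expression averaged over cells, cells thinned to 1000 UMIs, a minimum of 50 UMIs per list gene, the mean or 10% truncated mean in place of the trimean, and scores weighted by cluster size.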

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

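All tests in this part were chosen only after the results were seen. The results below are signals in genes that the paper does not discuss, and each was among the 5 largest ratios of its comparison and above its level in the control library. Over all cells, Cd38 had a ratio of CPM, OTM over control, of 20.6 (95% interval 13.7 to 32.3), Serpinb2 of 17.7 (13.6 to 23.5), Fabp7 of 8.99 (6.37 to 13.0) and Ecm1 of 8.81 (6.44 to 12.3). In the Ccr2-like cells, Cd38 had 6 UMIs in the control and 288 in the OTM library, a ratio of 42.9 (19.5 to 118), and the ratios were 21.0 (13.8 to 33.4) for Serpinb2 and 8.94 (7.63 to 10.5) for Il1a.

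Free RNA, which would reach the droplets of each cluster alike, is not what the tables show for these 5 genes. Each was highest in Ccr2-like cluster 0 of the OTM library, with 111 CPM against 22.3 CPM in the other OTM clusters for Cd38, 207 CPM against 52.4 CPM in the other OTM clusters for Serpinb2, 82.5 CPM against 11.0 CPM in the other OTM clusters for Fabp7, 82.1 CPM against 19.6 CPM in the other OTM clusters for Ecm1 and 536 CPM against 216 CPM for Il1a. The lowest of these 5 ratios was 2.48, for Il1a. Greater depth of the OTM cells is not enough either, since over cells thinned to 1000 UMIs each the lowest of the 5 ratios between libraries was 6.06, for Fabp7. A filter of 200 genes per cell returned most removed barcodes, and with it the lowest ratio was 2.04, for Ecm1, so that the filter cannot account for the whole of the pattern although it moved Ecm1 most. A difference between the library preparations cannot be told apart from the effect of the force, since there was 1 library per condition. A change of the monocyte- and macrophage-like cells under force stays open as well, and nothing in these data tests it.

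In the Mmp8-like clusters, Jchain had 2 UMIs in the control and 728 in the OTM library, a ratio of 276 (76.1 to 2283). Of its UMIs in the OTM cluster, 99.7% lay in 1 droplet of 9266 UMIs, which also held 12 of the UMIs of Mzb1, against 5 in the other droplets of the cluster. An antibody-producing cell in that droplet is a candidate source, but immunoglobulin genes are not among the genes of the table, so this was not tested further. A change of Jchain in the neutrophil-like cells is not what a single droplet shows.

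AW112010 had a ratio of 15.7 (10.4 to 24.8) in the Mmp8-like clusters. In OTM cluster 3, the 103 cells that the joint clustering placed with neutrophil-like cells had 44.2 CPM and the other 97 cells 689.9 CPM, a ratio of 0.0641 (0.0363 to 0.105). Monocyte- or macrophage-like cells within the OTM cluster may therefore account for most of the signal. Whether these were whole cells or doublets stays open, and a change under force within 1 cell type was not tested.

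C1qb had a ratio of 4.06 (3.01 to 5.53) in the MHC-II-like clusters. Of its UMIs in OTM cluster 4, 66.7% lay in 16 cells that the joint clustering placed with the Trem2-like cells, with 29.2% in 1 droplet, and 1.75% lay in the 105 cells placed with the MHC-II-like cells. A candidate explanation is that cells of the Trem2 kind, which had no cluster of their own in the OTM library, were counted in cluster 4. The difference in preparation between the libraries stays open here too, and no effect of force was tested.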

How the results depend on the processing

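The tests with the largest Ccr2-like cluster of each library, with the Mmp8-like and Ltf-like clusters pooled and with all neutrophil-like clusters pooled were chosen only after the results were seen. Under the alternatives to each result as a whole, 179 values stayed within the interval of the main result, within 1.5 times a count or at the same rank. Another 116 moved by more, and 4 changed direction against an interval that left out 0. The medians of the chemokine and cytokine receptor list below 0 counted as unmoved, because the interval of that list held 0. For single genes these numbers were 59, 67 and 13. No paired analysis was possible because each condition has 1 library and nothing pairs its cells or mice with those of the other.

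In the Ccr2-like cells, the median log2 ratio of Ccl5, Il1b and Mmp8 was above 0 under each of the 15 alternatives run (1.37 to 2.92), and under each of the 17 run for them the medians of the NF-κB list (0.36 to 1.21) and of the inflammatory list (0.53 to 0.94) were above 0. The median of the chemokine and cytokine receptor list ran from -0.03 to 0.26 and was below 0 at resolution 0.3 and with 2000 variable features. The median over all cells (0.21 to 1.20) and that of the Mki67-like cells (0.50 to 3.18) stayed above 0, and that of the MHC-II-like cells below 0 (-1.44 to -0.03). Ccl6-Ccr1 kept rank 1 in both libraries and Ccl9-Ccr1 rank 3 in the OTM library under the 12 alternatives run for them.

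Under a minimum of 200 genes per cell, and equally with at least 1000 UMIs added to it, the shares were 22.6% for Ccr2-like cells, 42.4% for neutrophil-like cells, 12.1% for dividing-like cells, 46.9% for Phase 1 and 16.8% for Phase 2 in the control library, the shares were 30.8% for Ccr2-like cells, 39.1% for neutrophil-like cells, 17.5% for dividing-like cells, 43.4% for Phase 1, 12.0% for Phase 2 and 39.1% for Phase 3 in the OTM library and the median log2 ratio was 1.91 for Ccr2-like cells, 2.29 for Mmp8-like cells and -0.95 for MHC-II-like cells. Under this choice the log2 ratio was 0.10 for Mmp9, against the direction of the main result, 2052 OTM cells were kept and Ccl6-Ccr2 had rank 3 in the control library. A filter that is not scaled to UMIs returns cells by its construction, and what made the other values move was not tested.

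At resolution 0.3, the shares were 28.1% for neutrophil-like cells, 6.34% for dividing-like cells, 46.4% for Phase 1 and 40.8% for Phase 3 in the control library, the shares were 26.3% for Ccr2-like cells, 11.7% for dividing-like cells and 6.06% for Phase 2 in the OTM library and the median log2 ratio was 1.99 for Ccr2-like cells. Under this choice the control library had 7 clusters and Ccl6-Ccr2 had rank 3 in the control library. At resolution 1.0, the shares were 30.6% for neutrophil-like cells and 30.6% for Phase 3 in the OTM library, the median log2 ratio was -0.000296 for Mmp8-like cells and the log2 ratio was -0.000296 for Ltf and -0.0800 for Camp, against the direction of the main result. Under this choice the OTM library had 11 clusters. With 20 principal components in both libraries, the shares were 30.8% for neutrophil-like cells, 11.9% for dividing-like cells, 6.06% for Phase 2 and 30.8% for Phase 3 in the OTM library and the median log2 ratio was 2.08 for Ccr2-like cells. Without regression, the shares were 31.5% for neutrophil-like cells, 7.16% for dividing-like cells, 16.1% for Phase 2 and 31.5% for Phase 3 in the control library, the shares were 25.2% for neutrophil-like cells, 11.2% for dividing-like cells and 25.2% for Phase 3 in the OTM library and the median log2 ratio was 2.24 for Ccr2-like cells and 0.90 for Mmp8-like cells. Ccl6-Ccr2 had rank 3 in the control library. With 2000 variable features chosen by vst, the shares were 38.2% for Ccr2-like cells, 31.3% for neutrophil-like cells, 7.20% for dividing-like cells, 44.1% for Phase 1, 14.4% for Phase 2 and 12.9% for Phase 3 in the control library, the shares were 26.9% for Ccr2-like cells, 26.1% for neutrophil-like cells, 64.3% for Phase 1 and 11.5% for Phase 3 in the OTM library and the median log2 ratio was 2.05 for Ccr2-like cells. Ccl6-Ccr2 had rank 3 in the control library. Without the cells that Scrublet called doublets, the shares were 28.4% for Ccr2-like cells, 47.0% for Phase 1 and 40.2% for Phase 3 in the control library, the median log2 ratio was 1.95 for Ccr2-like cells and Ccl6-Ccr2 had rank 3 in the control library. Clustered without the naming genes, the shares were 6.67% for Ccr2-like cells, 35.2% for neutrophil-like cells, 6.06% for dividing-like cells and 20.7% for Phase 1 in the control library, the shares were 40.5% for Ccr2-like cells, 26.9% for neutrophil-like cells, 12.0% for dividing-like cells, 61.1% for Phase 1, 6.22% for Phase 2 and 26.9% for Phase 3 in the OTM library and the median log2 ratio was 2.92 for Ccr2-like cells and -1.44 for MHC-II-like cells. Under this choice the list median was 1.21 for NF-kB and Ccl6-Ccr2 had rank 3 in the control library. In the joint clustering, the shares were 18.0% for Ccr2-like cells, 31.0% for neutrophil-like cells, 7.90% for dividing-like cells, 47.3% for Phase 1, 15.4% for Phase 2 and 25.6% for Phase 3 in the control library, the shares were 35.2% for Ccr2-like cells, 24.9% for neutrophil-like cells, 6.53% for dividing-like cells, 50.8% for Phase 1 and 24.9% for Phase 3 in the OTM library and the median log2 ratio was 2.32 for Ccr2-like cells and -1.37 for Mmp8-like cells. Under this choice the log2 ratio was -0.41 for Ngp, -1.37 for Ltf and -1.66 for Camp, against the direction of the main result. Other clusters and other names follow from these choices by construction, but for each value the cause was not tested.

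With hemoglobin, ribosomal protein and mitochondrial genes left out of the totals, the median log2 ratio was 2.09 for Ccr2-like cells. With TMM-scaled totals, the median log2 ratio was 1.20 for all cells and 2.31 for Ccr2-like cells. With log-normalized expression averaged over cells, the median log2 ratio was 0.21 for all cells, 1.37 for Ccr2-like cells, 1.19 for Mmp8-like cells and 0.50 for Mki67-like cells. With each cell thinned to 1000 UMIs, the median log2 ratio was 0.84 for all cells, 2.03 for Ccr2-like cells and 1.59 for Mmp8-like cells. With the 10% truncated mean in place of the trimean, Ccl6-Ccr2 had rank 3 in the control library. With the mean in place of the trimean, Ccl6-Ccr2 had rank 3 in the control library. Removing genes from the totals and TMM each multiply all ratios of a comparison by 1 factor, and for the other values the cause was not tested.

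With the largest Ccr2-like cluster of each library, an alternative chosen after seeing the data, the median log2 ratio was 2.05 for Ccr2-like cells. With the Mmp8-like and Ltf-like clusters pooled, an alternative chosen after seeing the data, the median log2 ratio was -1.10 for Mmp8-like cells and the log2 ratio was -0.50 for Ngp, -1.10 for Ltf and -1.38 for Camp, against the direction of the main result. With all neutrophil-like clusters pooled, an alternative also chosen after seeing the data, the median log2 ratio was -1.81 for Mmp8-like cells and the log2 ratio was -1.23 for Ngp, -1.81 for Ltf and -2.35 for Camp, against the direction of the main result. Both pooled comparisons and the joint clustering gave Ngp, Ltf and Camp the opposite direction to the Mmp8-like clusters alone.

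Phase 2 of the OTM library had no value with 2000 variable features or in the joint clustering, because no cluster took the name Elane. The Mmp8-like comparison could not be made at resolution 0.3, with 20 principal components, with 2000 variable features or without the naming genes, and the MHC-II-like comparison could not be made with 2000 variable features, because 1 of the libraries then had no cluster of that name.

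Depth limits the smaller comparisons. In the Ccr2-like cells, with 3476176 and 3889107 UMIs, 3128 genes reached 200 UMIs, while in the Mki67-like cells, with 1308555 and 791444 UMIs, 1414 did. A gene with few counts, such as Acp5 in the Mki67-like cells, keeps a wide interval under each alternative, so that a value within it tells little about stability.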

Differences from the paper's values

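No test in this part was chosen after the results were seen, and the alternatives named were set before the data were examined, except for the shares with the Mpo-like cluster. The paper reports 3903 control cells and 2534 OTM cells after filtering, and here 2444 and 1255 were kept by the filter read literally as genes per 1000 UMIs. Under a minimum of 200 genes per cell, with or without one of 1000 UMIs, the numbers were 2835 and 2052 and within 1.5 times the paper's, and the deposited tables hold 2863 and 2058 barcodes before any filter, fewer than the paper's cells. Shares below are of 3903 and 2534 cells in the paper and of 2444 and 1255 cells here, unless a filter with at least 200 genes per cell is named, for which they are of 2835 and 2052 cells, or the removal of called doublets, for which they are of 2439 and 1243 cells.

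For Phase 2 of the OTM library the paper gives 13.9% from its trajectory, and here the share of the Elane-like cluster was 3.67%. It was within 1.5 times the paper's value with both filters of at least 200 genes per cell (12.0%), and not at resolution 0.3 or 1.0, with 20 principal components, without regression, without called doublets or without the naming genes.

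The supplementary table prints the shares of the clusters in an order that does not go with the cluster names beside them, since they equal those of the pie charts only when the clusters are put in alphabetical order. They were used in that order here. Printed beside its own name, the paper's share of the control Ccr2 cluster would be 4.5% and that of the control Mmp8 cluster 24.3%. For the Isg15 cluster of the control library the paper gives 9.9% and the Isg15-like share was 6.55%. It was within 1.5 times at resolution 0.3 (12.7%), at resolution 1.0 (6.67%) and without called doublets (12.1%), and not with both filters of at least 200 genes per cell, with 20 principal components, without regression, without the naming genes or in the joint clustering. For the Mpo cluster of the control library the paper gives 2.3% and the Mpo-like share was 1.47%. It was within 1.5 times with both filters of at least 200 genes per cell (2.75%), and not at resolution 0.3 or 1.0, with 20 principal components, without regression, with 2000 variable features, without called doublets, without the naming genes or in the joint clustering.

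For the Ccr2 cluster of the OTM library the paper gives 25.3%, and the Ccr2-like share was 44.1%. Within 1.5 times were both filters of at least 200 genes per cell (30.8%), resolution 0.3 (26.3%), 2000 variable features (26.9%) and the joint clustering (35.2%), and not within it were resolution 1.0, 20 principal components, no regression, removal of called doublets and clustering without the naming genes. The paper's share of the Elane cluster of the OTM library is 10.8%, against 3.67% here. Only both filters of at least 200 genes per cell came within 1.5 times (12.0%), and resolution 0.3, resolution 1.0, 20 principal components, no regression, removal of called doublets and clustering without the naming genes did not. The paper's share of the Ifitm1 cluster of the OTM library is 9.4%, against 18.6% here. The joint clustering came within 1.5 times (12.2%), and both filters of at least 200 genes per cell, resolution 0.3, resolution 1.0, 20 principal components, no regression, removal of called doublets and clustering without the naming genes did not. The paper's share of the MHC-II cluster of the OTM library is 5%, against 12.0% here, and none of the 10 alternatives came within 1.5 times.

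The paper describes a Cebpb cluster in the control library and Ccrl2 and Fcgr4 clusters in the OTM library, and no cluster took these names here. At resolution 1.0 the OTM library had a Ccrl2-like cluster (13.1%) and an Fcgr4-like cluster (4.06%), and without regression an Fcgr4-like cluster (8.21%). None of the settings run gave a Cebpb-like cluster. The paper has more clusters emerging, and here 2 names occurred in the OTM library only and 7 in the control library only.

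Where the paper names Spp1 among the high genes of the Mmp8 cluster of the OTM library, Spp1 was at 99.9 CPM in the Mmp8-like cluster and at 115 CPM outside it. Where the paper has Il1b and Ccl6 high in Phase 3 of the control library, Il1b was at 1545 CPM there and at 1715 CPM outside, and Ccl6 at 905 CPM and 902 CPM. Where the paper has Ptma highest in Phase 2 of the OTM library, it was highest in the Mki67-like cluster (4230.2 CPM, against 2546 CPM in the Elane-like cluster). Mmp8 was higher in the Ltf-like than in the Mmp8-like cluster of the control library (1698 and 1616 CPM), and higher in the Ifitm1-like than in the Mmp8-like cluster of the OTM library (2253 and 1729 CPM).

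The paper ranks Ccl6-Ccr2 behind Ccl6-Ccr1 in the control library and Ccl9-Ccr1 behind it in the OTM library, and here Ccl6-Ccr2 had rank 4, and rank 3 under 9 of the 12 alternatives, and Ccl9-Ccr1 rank 3, with Ccl3-Ccr1 second in both libraries. The paper has the Ccr2 cluster as the main sender in both libraries, and here the largest Ccr2-like cluster had rank 5 in the control library and rank 3 in the OTM library, with the MHC-II-like cluster at rank 1 in the OTM library. Another Ccr2-like cluster, cluster 8, had rank 1 in the control library with the trimean, but rank 2 with the 10% truncated mean and rank 3 with the mean, where the MHC-II-like cluster had rank 1. With scores weighted by cluster size, the largest Ccr2-like cluster had rank 1 in both.

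The paper has the share of Phase 1 falling and that of Phase 2 rising with force. Here Phase 1 held 52.6% of control and 56.1% of OTM cells, and Phase 2 held 12.8% and 3.67%. These are shares of named clusters and not of a trajectory, and the clusters differ between the libraries. Phase 2 was the Mki67-like, Mpo-like, Birc5-like and Ebf1-like clusters in the control library and the Elane-like cluster alone in the OTM library. The Mki67-like cells of the OTM library (5.66%) were in no phase, so the shares of Phase 2 do not compare like with like. With both filters of at least 200 genes per cell Phase 1 held 46.9% and 43.4%, and Phase 2 held 16.8% and 12.0%. Clusters of dividing cells, which the paper has increasing, held 9.70% of control cells, or 11.2% with the Mpo-like cluster, and 9.32% of OTM cells. With both filters of at least 200 genes per cell they held 12.1% of control cells, or 14.8% with the Mpo-like cluster, and 17.5% of OTM cells. Their share was also higher in the OTM library in other settings, among them resolution 0.3, no regression and clustering without the naming genes. In these settings the control share was that of the Mki67-like cluster alone. In the joint clustering the share was lower in the OTM library.

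Among 5 genes that the paper gives as particular to the OTM group, Stfa2, Stfa3 and Il1r2 were higher in the OTM library and Ddit3 (ratio 0.466) and Mmp9 (ratio 0.588) lower, and Mmp9 was higher with both filters of at least 200 genes per cell (log2 ratio 0.10). The paper has more antigen presentation genes in the MHC-II cluster after force, and here 6 of 21 such genes were higher in the OTM library, with a median log2 ratio of -0.48. For Ngp, Ltf and Camp the direction that the paper gives held in the Mmp8-like clusters (2.68, 3.69 and 2.72) and not in the joint clustering (0.753, 0.387 and 0.317), and at resolution 1.0 the log2 ratio of Ngp was 0.50 and that of Camp -0.08. The paper has the Ccr2 cluster as the largest in both conditions, and in the joint clustering the largest cluster of the control library was MHC-II-like (21.7%), with 18.0% in the pair of Ccr2-like clusters.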

Other observations

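The tests of doublets in OTM cluster 3 and in the Isg15-like cluster of the control library, of stages of neutrophils and of depth behind the filter were chosen only after the results were seen.

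Mmp8 is a neutrophil transcript, so its higher level in the Ccr2-like cells of the OTM library was tested against free RNA from neutrophil-like cells, which would raise the other abundant neutrophil transcripts with it. The median log2 ratio of the 11 others was -0.83, against 1.65 for Mmp8. Of the whole list of 12, the median was -0.63. S100a8, the most abundant, had a ratio of 1.07 (1.05 to 1.09), while Lcn2 (2.60) and Wfdc21 (5.05) rose. In the MHC-II-like cells Mmp8 had a ratio of 1.24 (0.991 to 1.55), but in the joint clustering it rose in other clusters too, with 1.72 (1.45 to 2.04) in the MHC-II-like, 1.51 (1.32 to 1.74) in the Fabp4-like, 2.58 (2.18 to 3.06) in the Mki67-like and 2.80 (1.94 to 4.05) in the Trem2-like cluster. It rose in the larger joint cluster of the Mpo kind (2.46, 1.55 to 3.90) and fell in the smaller (0.584, 0.352 to 0.932). The joint Ebf1-like cluster had 6 control and 0 OTM UMIs. Free RNA with more Mmp8 could therefore account for a part of the rise, although not each joint cluster rose. Among OTM clusters, Mmp8 was at 844 CPM in Ccr2-like cluster 0, 393 CPM in Ccr2-like cluster 2, 165 CPM in the MHC-II-like and 2253 CPM in the Ifitm1-like cluster, and Retnlg was at 814, 929.5, 2004 and 46805 CPM in the same clusters. Neutrophil RNA would bring Retnlg along with Mmp8 and reach these clusters alike, so free RNA alone is unlikely to be the source of the whole Mmp8 signal in cluster 0, and how much of the rest it makes up stays open, as do preparation and force.

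Hemoglobin transcripts, from a list of 4 genes, were lower in the Ccr2-like cells of the OTM library by a ratio of 0.254 (0.224 to 0.287) once the droplet of each cluster with the most was left out. Outside the Ccr2-like clusters the ratio was 0.284 (0.254 to 0.318), and the clusters ran from 196 to 414 CPM in the control and from 66.6 to 114 CPM in the OTM library. Free RNA from erythroid cells, at a similar level in the droplets of each cluster of a library, may account for this difference, which the paper does not report.

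Stress of dissociation was weighed for the rise of the NF-κB list, with which a list of 30 dissociation and stress genes shares 2 genes, Gadd45b and Ier3. In the Ccr2-like cells the median log2 ratio of the stress list was -0.39 (-0.71 to 0.04), and it was below that of the NF-κB list in 6 of 6 pairs of Ccr2-like clusters and below 0 in 5. In the pair of control cluster 0 and OTM cluster 2 the stress list rose by 0.40, with 23 of 29 genes higher, near the 0.48 of the NF-κB list, while in the pair of the largest clusters, 0 and 0, it was at -0.27 against 0.50. The lowest values, -0.94 and -0.63, were those of control cluster 8, which is led by stress genes. A general rise of stress genes is thus unlikely to account for the rise of the NF-κB list in the Ccr2-like cells as a whole or in the largest clusters, and stays open for OTM cluster 2. In the MHC-II-like cells the stress list had a median of 0.36 (0.11 to 0.54), so this reading does not extend to them.

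Sorting for F4/80 and CD11b gave cells with neutrophil transcripts in both libraries, and doublets of neutrophils and monocytes were weighed. In the neutrophil-like clusters of the control library, Ccr2 was at 72.2 CPM, 13.6% of its level in the Ccr2-like clusters, and Csf1r at 20.1%, so doublets are unlikely to make up most of these cells as a whole. In its Isg15-like cluster, Ccr2 was at 30.1% (24.0% to 37.3%) and Csf1r at 42.9% (30.8% to 58.2%), and 23.8% of the droplets had more UMIs than the median Ccr2-like droplet, so doublets stay open there. In OTM cluster 3, Ccr2 reached 45.8% and Csf1r 73.5%, and 23.5% of its droplets had more UMIs than the median Ccr2-like droplet. The joint clustering placed 100 of its cells with Mmp8-like cells, with a median of 3332 UMIs and Ccr2 at 5.87 CPM, and 32 with Ccr2-like cells, with a median of 9522 UMIs, Ccr2 at 535 CPM and S100a8 at 42966 CPM. Another 44 were placed with Fabp4-like cells, with a median of 5535 UMIs, Csf1r at 166 CPM and S100a8 at 97471 CPM. For both of these parts of cluster 3, doublets cannot be told apart from monocyte- or macrophage-like cells grouped with neutrophil-like cells, since the droplets hold the transcripts of both and no table separates them.

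The higher Ngp, Ltf and Camp in the Mmp8-like cluster of the OTM library was weighed against a comparison of neutrophils at different stages of maturation. Within the pair of neutrophil-like clusters of the joint clustering named Mmp8 and Ifitm1, the highest log2 ratio of the 3 genes was -0.41, for Ngp. In a joint cluster of the Mpo kind Ngp was higher in the OTM library, with a ratio of 1.22. Of the 261 cells in the control Mmp8-like cluster, 160 lay in the joint Ifitm1-like and 62 in the joint Mmp8-like cluster, and of the 200 cells in that of the OTM library 3 and 100 did, while 396 of the 424 control Ltf-like cells lay in the joint Mmp8-like cluster. The name Mmp8 may therefore have paired clusters of different stages, and no effect of force within 1 stage was tested apart from the joint comparison.

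The filter on genes per UMI left out 38.8% (36.7% to 41.0%) of OTM barcodes and 14.3% (13.0% to 15.6%) of control barcodes. Once each barcode was thinned to 1000 UMIs, 0.340% and 0.978% were under 200 genes. At that depth the median was 444 genes in the OTM and 483 in the control library, far above 200, so hardly any barcode of either could fall under the minimum. Depth thus bears on the loss, but the thinned shares cannot tell whether it accounts for the larger loss from the OTM library. The fewer genes of OTM barcodes at equal depth argue against depth alone. Whether force changed the cells lost was not tested.

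A list of 20 interferon response genes had a median log2 ratio of 0.09 (-0.41 to 0.27) in the Ccr2-like cells, 0.63 (0.06 to 1.27) in the MHC-II-like cells and -0.41 (-0.85 to -0.18) in the neutrophil-like cells. Its median in the Ccr2-like cells mixed pairs of clusters that went apart, from -1.78 for control cluster 7, which is led by interferon response genes, and OTM cluster 0 to 1.80 for control cluster 0 and OTM cluster 2, and in the pair of the largest clusters, 0 and 0, it was 0.98, with 14 of 18 genes higher. Among other genes with large ratios of CPM, Saa3 reached 27.6 (26.6 to 28.7) over all cells, 33.0 (26.3 to 41.9) in the Mmp8-like cells and 26.0 (22.0 to 31.0) in the Mki67-like cells. In the Mmp8-like cells, which were mixed in the OTM library, Cxcl1 (28.4) and Apoe (19.4) followed. In the MHC-II-like cells C1qa (7.98), Lrg1 (3.99) and Ms4a8a (3.43) were high, and in the Mki67-like cells Apoe (10.9), Wfdc21 (6.76) and Il1b (5.01). The C1qa UMIs of the MHC-II-like OTM cells lay in 15 of 150 cells, with 29.5% in 1 droplet. Whether these were the Trem2-like cells described for C1qb was not tested for C1qa. Among the smallest ratios were those of Cxcl9 (0.0358, 0.0153 to 0.0714), Cbfa2t3 (0.118, 0.0660 to 0.197) and Gdf15 (0.129, 0.0809 to 0.196) over all cells. In the Mmp8-like cells they were those of 2810417H13Rik (0.0381, 0.0187 to 0.0695), Spp1 (0.216, 0.172 to 0.269) and Stmn1 (0.223, 0.165 to 0.297). In the MHC-II-like cells Cxcl9 fell to 1 UMI from 293, a ratio of 0.00494 (0.000125 to 0.0277). There Gm15056, Ly6i, Lyz1 and Cd209a had ratios of 0.124, 0.165, 0.196 and 0.299. The control UMIs of Cxcl9 lay in 28 of 285 cells and those of Cd209a in 49. Of the control UMIs of Gm15056 and Lyz1, 34.6% and 33.3% lay in 1 cell. Except for Ly6i, a small part of the cells may therefore account for these ratios in place of the class as a whole. In the Mki67-like cells Nr4a2 (0.340) and Gstp1 (0.406) followed the hemoglobin genes.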
